# Luminal breast cancer-specific circular RNAs uncovered by a novel tool for data analysis

**DOI:** 10.18632/oncotarget.24522

**Published:** 2018-02-19

**Authors:** Lucia Coscujuela Tarrero, Giulio Ferrero, Valentina Miano, Carlo De Intinis, Laura Ricci, Maddalena Arigoni, Federica Riccardo, Laura Annaratone, Isabella Castellano, Raffaele A. Calogero, Marco Beccuti, Francesca Cordero, Michele De Bortoli

**Keywords:** circRNA, breast cancer, biomarker, alternative splicing, estrogen receptor

## Abstract

Circular RNAs are highly stable molecules present in all eukaryotes generated by distinct transcript processing. We have exploited poly(A-) RNA-Seq data generated in our lab in MCF-7 breast cancer cells to define a compilation of exonic circRNAs more comprehensive than previously existing lists. Development of a novel computational tool, named *CircHunter*, allowed us to more accurately characterize circRNAs and to quantitatively evaluate their expression in publicly available RNA-Seq data from breast cancer cell lines and tumor tissues. We observed and confirmed, by ChIP analysis, that exons involved in circularization events display significantly higher levels of the histone post-transcriptional modification H3K36me3 than non-circularizing exons. This result has potential impact on circRNA biogenesis since H3K36me3 has been involved in alternative splicing mechanisms. By analyzing an Ago-HITS-CLIP dataset we also found that circularizing exons overlapped with an unexpectedly higher number of Ago binding sites than non-circularizing exons. Finally, we observed that a subset of MCF-7 circRNAs are specific to tumor versus normal tissue, while others can distinguish Luminal from other tumor subtypes, thus suggesting that circRNAs can be exploited as novel biomarkers and drug targets for breast cancer.

## INTRODUCTION

Circular RNAs (circRNAs) are transcript isoforms arising from a particular version of alternative splicing, where the 3ʹ-end of an exon is spliced back to the 5ʹ-end of a preceding exon (or itself) in the linear primary transcript [1]. This phenomenon is called “Back-Splicing” (BS) and, exactly as other forms of alternative splicing, it may depend on the permanence of unspliced exon borders during co-transcriptional processing. Mechanisms of RNA circularization not involving canonical splice sites also exist and recently a large collection of intronic circRNAs was published [2]. CircRNAs have been described in all Eukaryotes, in all tissues examined, both normal and pathological, including tumors, and in different stages of development, and show marked cell-specificity [3, 4].

Since not all the genes, and not all the exons within a gene, are capable of giving rise to circular forms the question of which feature(s) may distinguish circRNA host from non-host genes is an important issue. Albeit some distinctive traits of host genes were reported, such as for example increased intron length, the enrichment of RNA editing events [5] and the presence of inverted SINE repeats in introns flanking circularizing exons, leading to possible intron pairing, there is no definitive answer to this question [6]. Some proteins have also been related to biogenesis of circRNAs like ADAR1 [7] or Quaking [8]. As far as their function is concerned, in view of their elevated stability their role as competing endogenous RNA (ceRNA) for miRNA was proposed, at least for some circRNAs [9]. It was demonstrated that circRNA can also function in gene regulation by competing with linear splicing [10]. In addition, more recently several reports testifying translation of ORFs re-created by the BS mechanism were published [11, 12].

The biogenesis of circRNAs is very slow in the cells [13], but since they are extremely resistant to degradation, due to the absence of free ends, the levels of expression of a number of circRNAs in various tissues, like brain, is relatively high [14]. Resistance to exonucleases also makes them long living in the extracellular environment, and many groups are trying to establish the potential value of circRNAs as disease markers in body fluids [15, 16].

One critical issue in seeking information on circRNAs is the usability of the large amount of public data available from normal tissues, cell lines and tumors. Many data were obtained using poly(A)-selected RNA, where circRNAs are almost absent [17]. Instead, poly(A)+ RNA depletion or linear RNA digestion with exonuclease R should be employed as enrichment strategy to detect circRNAs [2]. Total RNA-Seq data can be used to detect circRNAs using the reads overlapping BS junctions, even though the reads mapping to BS junctions are a tiny fraction of total reads commonly detected in RNA-seq experiments.

These limitations apply also to Breast Cancer (BC), where despite the high number of cases in databases, very few of them have the features required to detect circRNAs. Studies have been published reporting pilot analysis of few samples [18] or directly addressing circRNAs in body fluids / exosomes [19]. One study reported circRNAs expression specific to BC subtypes, but since the source was The Cancer Genome Atlas (TCGA) data, which were obtained mainly from poly(A)+ preparations, the number of circRNAs detected in this study was very low [20]. A low number of differentially expressed circRNAs was also reported comparing tumors to adjacent tissues [21].

In BC, despite extensive molecular characterization [22], both novel potential drug targets and circulating biomarkers are eagerly awaited. This is especially true in the case of the so-called “triple-negative” subtype, where no specific driver alteration has been identified so far and, consequently, no specific treatment is available. However, also in the case of the generally less aggressive “luminal” subtype, which is approached with endocrine treatments quite successfully, non-invasive markers able to predict the occurrence of pharmacological resistance may significantly reduce the risk of relapse.

In this work, we describe a large set of circRNAs expressed in MCF-7 BC cells and present an extensive characterization and integration of data available from other cell lines, as well as breast tumor tissues, thanks to the implementation of a novel algorithm to detect and quantitate rigorously BS junctions. Our results illustrate on one side novel findings potentially important to understand the biogenesis mechanism and possible functions of circRNAs. On the other side, several circRNAs expressed in tumor tissues and cell lines display features of biomarkers distinguishing the different subtypes of BC.

## RESULTS

### A comprehensive prediction of circRNAs expressed in the MCF-7 BC cell line

The MCF-7 BC cell line is the most widely used *in vitro* model system to represent the estrogen-dependent, invasive luminal A breast tumor subtype. To extend the collection of circRNAs expressed in this cell line, we analyzed twelve datasets relative to a high-depth RNA-seq analysis of poly(A-) preparations from MCF-7 cells cultured in four different culture conditions, each in triplicate, obtained in our laboratory (Materials and Methods). 

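MCF-7, a breast cancer cell line that expresses estrogen receptor alpha (encoded by ESR1), was sequenced in 4 culture conditions with 3 biological replicates each. The conditions were full medium (FM), hormone-deprived (HD) medium, HD medium with 10 nM 17β-estradiol (E2) for 6 h, and HD medium for 48 h after transfection with 20 nM of siRNAs against ESR1 (siERa). The other 3 conditions received a control siRNA. The circRNAs of ESR1, the gene that the siRNAs target, were read first in every library. Linear ESR1 RNA was not analysed here. The 9 circRNAs of ESR1 summed to 16.3 ± 8.6 normalized BS reads (SD, n = 3) after siERa, 52.7 ± 10.8 in HD medium, 48.7 ± 9.87 with E2 and 54.5 ± 4.07 in full medium. The siERa libraries ranged from 11.1 to 26.3 and all other libraries from 38.8 to 63.8 (siERa against HD, exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The 6 ESR1 circRNAs that contain exon 4, a split chosen after the values were seen, summed to 1.39 ± 1.23 after siERa and 42.6 ± 6.89 in HD medium. The other 3 ESR1 circRNAs summed to 14.9 ± 9.8 and 10.1 ± 6.97. These sums rest on names re-paired with coordinates, as described with the data: with the names as deposited, the 6 with exon 4 summed to 10.4 ± 5.33 after siERa and 38.5 ± 9.83 in HD medium, and all 9 to 23.5 ± 3.14 and 48.4 ± 11.8.

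**Figure D1:**
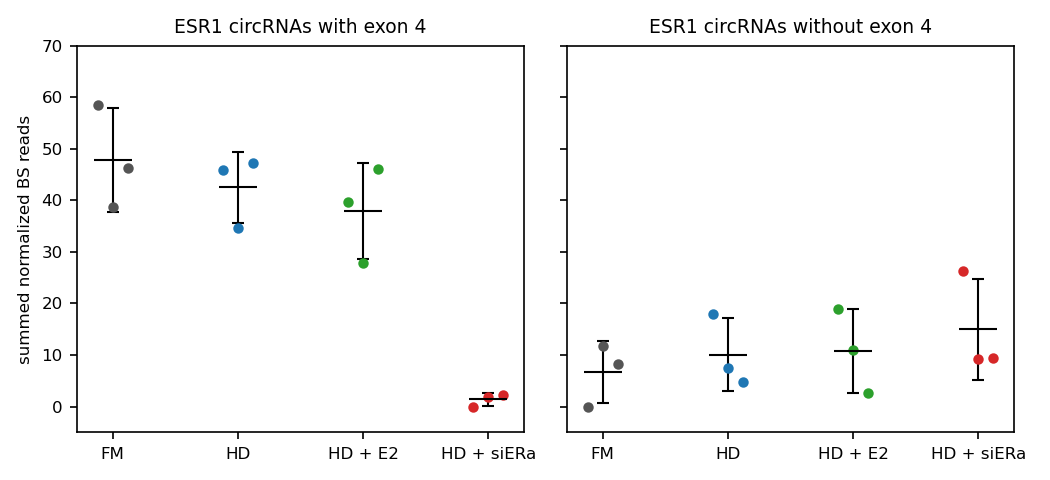
Summed normalized BS reads of the ESR1 circRNAs that contain exon 4 (left) and of those that do not (right) in each library, by culture condition (FM, full medium; HD, hormone-deprived). Points are the 3 libraries of a condition, horizontal bars the mean and error bars the SD. Names are re-paired with coordinates. With exon 4, the siERa libraries lie between 0 and 2.34 and the others between 27.8 and 58.5.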

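The libraries were made with a stranded kit from RNA depleted of poly(A+) and ribosomal RNA and read as 50 nt pairs, at 30700000 to 116100000 pairs per library as the paper states. The authors aligned the reads to hg19 with BWA 0.6.1, predicted circRNAs with CIRI 1.2 and Gencode 19, and divided the BS reads of each library by its DESeq2 1.14.1 size factor. The table they deposited holds 3271 circRNAs, each with a name, coordinates and a normalized value in the 12 libraries. All 3271 values of each library are whole multiples of a fixed step (tolerance 1e-06 reads), so whole BS reads could be read back. No circRNA has exactly 1 read in a library, so single reads are left out. A listed 0 may hide more than 1 read. Among 4630 circRNA and library pairs with at least 10 reads expected from depth, 299 (6.5%) were listed at 0. The BS reads total 7569 to 11600 per library (median 8044) in full medium, 5781 to 43604 (median 29738) in HD medium, 10494 to 50925 (median 21914) with E2 and 9831 to 16670 (median 12342) after siERa. Of the names, 2336 (71.4%) belong to another place in the genome than the coordinates beside them, 15 of them among the 288 circRNAs with a mean over 10. Neighbouring names follow the order of Supplementary Table 1B in 1083 of 1088 cases and neighbouring coordinates in 914 of 1119. Its averages, with 2 decimals, cannot tell whether the values go with the names or with the coordinates. In a test added after the values were seen, the values of misnamed circRNAs followed those of correctly named circRNAs of the host gene by coordinates (mean correlation 0.059, n = 742 circRNAs) and not of the host gene by deposited name (0.007, n = 739), with ESR1 left out (permutation test within ties of the mean, p = 0.0006 for the difference). Values were therefore kept with the coordinates. Names were re-paired with coordinates by Supplementary Table 1B for the 1120 circRNAs of it that could be read, and elsewhere by host gene and exon rank among circRNAs with the same mean, which left 14 circRNAs without a name. The sample labels contradict each other: for the libraries titled DMEM a description names HD medium, and for those titled as stripped a description names medium with 5% serum. Conditions follow the titles, the paper's methods, which give full medium as 10% serum, and the column headings of Supplementary Table 1A.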

The RNA-seq data were analyzed using the CIRI algorithm [23]. Among 14,624 circRNAs predicted by CIRI, 3,271 candidate circRNAs were selected after the application of several filters (Materials and Methods). 

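Every circRNA of the table had reads in at least 2 of the 3 replicates of at least 1 culture condition, and 556 did so in all 4 conditions. The number was 1065 in full medium, 1913 in HD medium, 2145 with E2 and 1429 after siERa. A mean over 2 normalized BS reads within the same condition was met by 2404 circRNAs (73.5%), with 1018 in full medium, 1421 in HD medium, 1505 with E2 and 1259 after siERa. All 4 conditions were passed by Circ_NCOA3_4-9, from the gene of a nuclear receptor coactivator, and by Circ_GFRA1_5-7, from the gene of a GDNF family receptor. Circ_ESR1_3-4 and Circ_PGR_2-7, from the progesterone receptor gene, passed in 3 conditions and not after siERa, where each had a mean of 1.4 ± 1.23 (SD, n = 3). Circ_FUT8_8-10, from the gene of a fucosyltransferase, passed only in HD medium, at 4.06 ± 0.576, and was listed at 0 in the 9 libraries of the other conditions. The filter of the methods can be read in other ways: 1438 circRNAs passed with a mean over the 12 libraries and 2742 (83.8%) with whole reads within the condition. With whole reads averaged over the libraries that have a read, a reading added after the values were seen, 3212 (98.2%) passed.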

The final set of 3,271 circRNAs, thereafter indicated as CM7 (Circular RNAs expressed in MCF-7), was subjected to further analysis (Figure 1A). Note that 79.4% of CM7 were predicted also by the CircExplorer [24] or by the find_circ [1] algorithms (Supplementary Figure 1A).

**Figure 1:**
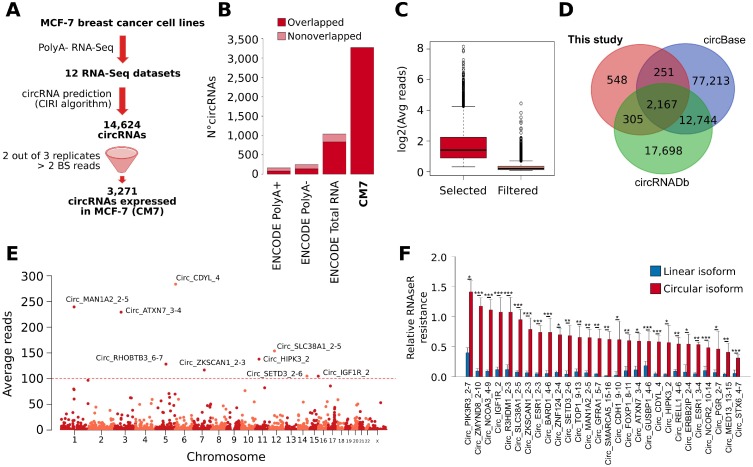
(**A**) Schematic representation of the computational pipeline applied for our prediction of CircRNAs expressed in MCF-7 cell lines (CM7). BS = back-splicing. (**B**) Bar plot represents the number of circRNAs predicted in ENCODE MCF-7 Poly(A)+, Poly(A)-, Total RNA-seq, and in this study (CM7). The dark red color represents the fraction of circRNAs predicted belonging to the CM7 set. (**C**) Box plot showing the log2 average number of BS reads supporting the circRNAs selected (red) or filtered (pink) in our analysis. (**D**) Venn diagram shows the overlap between circRNAs predicted in this study and the annotations from circBase and circRNAdb. (**E**) Manhattan plot shows the number of circRNAs predicted on individual human chromosome. The identifiers of circRNAs supported by more than 100 reads are reported. (**F**) Bar plot represents the RNase R resistance of a set of circRNA predicted in our analysis (red) and of the linear transcripts generated from the corresponding host gene (blue). Standard deviations are computed from five independent biological replicates. *p*-value from Student *t* test. ^***^ = *p*-value < 0.001; ^*^= *p*-value < 0.01; ^**^= *p*-value < 0.05.

To confirm that this list may be more comprehensive than other available, we run the CIRI algorithm with the same setting as above on re-mapped ENCODE RNA-seq datasets relative to total RNA, poly(A+) and poly(A-) preparations from MCF-7 cells, obtaining 1,119 (74.5% of overlap with respect to CM7), 161 (50.1% of overlap with respect to CM7), and 244 (55.7% of overlap with respect to CM7) predictions, respectively (Figure 1B). Thus, we concluded that our poly(A-) RNA-seq data possess definitely deeper circRNAs detection power.

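The mean over the 12 libraries covered a wide range, as circRNAs of luminal breast genes show. Circ_TRPS1_2-5, from the gene of a GATA-type transcription factor, stood at 46.9 ± 26.4 normalized BS reads (SD, n = 12 libraries). Circ_ERBB4_17-19, from a receptor tyrosine kinase gene of the epidermal growth factor receptor family, stood at 21.8 ± 8.09, and Circ_GRHL2_4, from the gene of an epithelial transcription factor, at 14.0 ± 15.4. Circ_SLC39A6_2-6, from the gene of a zinc transporter, stood at 0.878 ± 1.47. Over all 3271 circRNAs the mean was 4.52 (SD of the library means 0.38, n = 12) and the median of the means 1.66. A mean over 10 was reached by 288 circRNAs (8.8%), which held 54.6% of all normalized BS reads, and a mean over 100 by 9. A mean under 1 was found for 994 circRNAs (30.4%). Only 184 circRNAs (5.6%) had a read in all 12 libraries, and 52.0% of all values were 0.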

CM7 BS sequences were supported on average by 4.52 reads, and 289 of them were supported by more than 10 reads (Figure 1C and Supplementary Table 1A). 2,723 circRNAs (83.2%) in our set are annotated in the public circRNA databases circBase [25] and circRNADb [26], confirming that our predictions are widely reproducible (Figure 1D, Supplementary Table 1B). Noteworthy, 548 CM7 circRNAs have not been described previously in breast or other tissues. However, it should be noted that these predictions were supported on average by a low number of reads (1.28) (Supplementary Table 1B). Some novel circRNAs were confirmed also by Sanger sequencing (Supplementary Data 1).

To accurately characterize circRNAs we developed a novel tool, namely *CircHunter,* allowing accurate annotation, characterization, and expression quantification of a circRNA set, given a reference set of transcripts (see Materials and Methods for details). 

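By their names, 2720 of the 3271 circRNAs (83.2%) span several exons of a host gene, 204 (6.2%) lie in 1 exon, 163 (5.0%) are intronic and 184 (5.6%) are intergenic. The names do not set apart the paper's class of circRNAs with ends inside exons, which are counted here as exonic. The most abundant of several exons was Circ_MAN1A2_2-5, from the gene of a Golgi mannosidase, and the most abundant of 1 exon was Circ_CDYL_4, from the gene of a chromodomain protein. Among intronic circRNAs a Circ_ZNF124_I from 247318868 to 247323115 of chromosome 1 (hg19) had the highest mean, at 51.2. Circular RNAs of 1 exon had a mean level of 7.67 normalized BS reads (median 2.07), those of several exons 4.37 (median 1.61), intergenic ones 4.88 (median 2.26) and intronic ones 2.9 (median 1.38). Both ends lay at exon boundaries of a single annotated gene in 2911 circRNAs. Of the 184 intergenic circRNAs, 115 joined exon boundaries of 2 genes on the same strand. The most abundant of these ran from 85468668 to 85685855 of chromosome 11, from SYTL2 to PICALM, and reached 82.1 (SD 65.2, n = 12). A pair of class I HLA genes, HLA-C and HLA-B, was joined from 31239776 to 31324734 of chromosome 6 at 59.7 (SD 55.6, n = 12). The 30 bases around the BS junction also occurred in an annotated linear transcript for 99 intergenic circRNAs (53.8%), against 8 (0.3%) of those with several exons. The junction of HLA-C and HLA-B was among the 99, with its bases found in a linear transcript of HLA-C. The junction of SYTL2 and PICALM was not. Junctions between 2 genes on the same strand may also come from linear fusion transcripts, which cannot be told apart from circRNAs here.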

The *CircHunter*-based annotation of our circRNA set revealed a primary involvement of multi-exonic BS (2,614 circRNAs, 79.9%) with minor number of intronic (163 circRNAs, 4.9%) and intergenic BS events (184 circRNAs, 5.6%) (Supplementary Figure 1B). We reported also special cases, including mono-exonic circRNAs (178 circRNAs, 5.4%), and circRNAs in which BS does not involve exon boundaries but is predicted within exons (134 circRNAs, 4.1%).

Given the extensive heterogeneity of circRNA annotations, we defined a nomenclature for circRNAs. This nomenclature reports the name of the genes involved in the circularization (thereafter indicated as “host genes”) and the rank of exons involved, for each circRNA. 

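The 10 circRNAs with the highest means each had reads in all 12 libraries. Circ_CDYL_4 (chromosome 6, 4891947 to 4892613, hg19) is the circularized exon 4 of CDYL, which encodes a chromodomain protein. It stood at 284 ± 57.4 normalized BS reads (SD, n = 12), 1.92% of the table's total. Circ_MAN1A2_2-5 (chromosome 1, 117944808 to 117963271) stood at 239 ± 53.9 and Circ_ATXN7_3-4 (chromosome 3, 63898264 to 63898901), from the gene of a subunit of the SAGA histone acetylation complex, at 229 ± 32.3. Circ_SLC38A1_2-5 (chromosome 12, 46622936 to 46637097), from the gene of an amino acid transporter, stood at 154 ± 35.1, and Circ_HIPK3_2 (chromosome 11, 33307959 to 33309057), from a kinase gene, at 138 ± 24.0. Behind them came Circ_RHOBTB3_6-7 at 128 ± 20.3, Circ_ZKSCAN1_2-3 at 117 ± 10.1, Circ_SETD3_2-6 at 105 ± 17.5, Circ_IGF1R_2 at 105 ± 26.3 and Circ_ZNF124_2-4 at 96.7 ± 15.8. Circ_CDYL_4 had the highest mean in every condition, at 239 ± 31.8 (SD, n = 3) in full medium, 275 ± 40.5 in HD medium, 259 ± 44.6 with E2 and 362 ± 15.7 after siERa. The ranks next to it overlapped: Circ_ATXN7_3-4 stood above Circ_MAN1A2_2-5 in full medium (220 ± 25.2 against 182 ± 28.7) and below it with E2 (197 ± 9.06 against 248 ± 42.5).

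**Figure D2:**
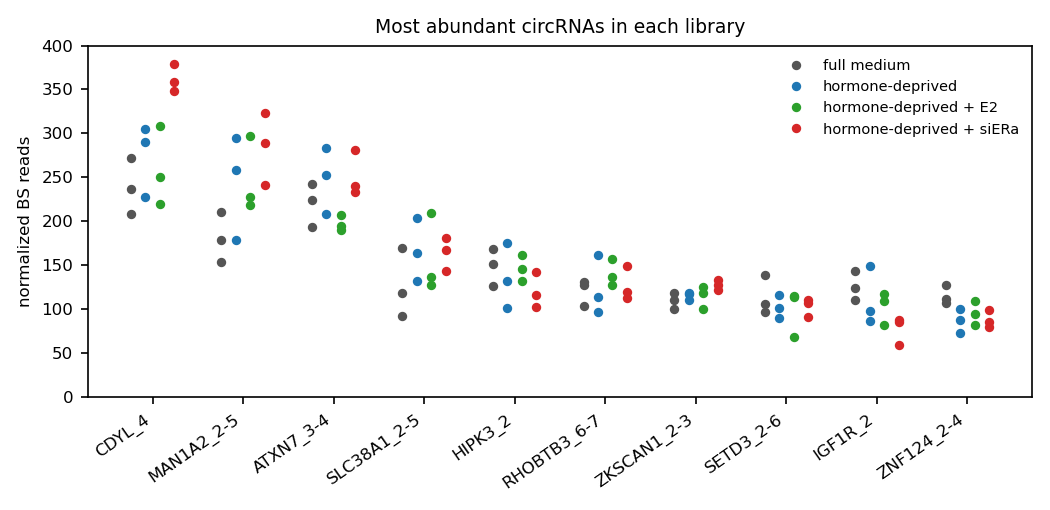
Normalized BS reads (vertical axis) of the 10 circRNAs with the highest means. Each point is a library, coloured by culture condition. The 3 siERa libraries hold the highest values of Circ_CDYL_4, up to 379.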

Then, considering the average number of BS reads as a proxy of the level of circRNA expression, we identified *Circ_CDYL_4* (283.64 reads), *Circ_MAN1A2_2-5* (239.45 reads), *Circ_ATXN7_3-4* (229.25 reads), *Circ_SLC38A1_2-5* (153.85 reads), and *Circ_HIPK3_2* (137.81 reads) as the most abundant circRNAs in our set (Figure 1E and Supplementary Table 1B).

To experimentally validate CM7, we selected 30 circRNAs covering a range of expression levels reflecting the reads distribution of CM7, and run qRT-PCR analysis using divergent primers designed around the BS junction. 

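Primers are listed in Supplementary Table 8 for 28 circRNAs, and the levels of all 28 could be read in the table. Nuclear receptor genes are among their hosts: Circ_ESR1_3-4 had a mean of 21.9 ± 14.1 normalized BS reads (SD, n = 12), Circ_PGR_2-7 of 8.68 ± 6.31 and Circ_ESR1_2-3 of 7.29 ± 4.87. Among circRNAs of genes that act in chromatin and transcription, Circ_SMARCA5_15-16 stood at 51.5 ± 12.9, Circ_NCOA3_4-9 at 48.4 ± 14.1, Circ_FOXP1_8-11 at 29.3 ± 12.2 and Circ_TOP1_9-13 at 22.8 ± 9.83. Circ_NCOR2_10-14 and Circ_ZMYND8_2-10 were low, at 2.5 ± 3.81 and 2.19 ± 4.12. The lowest was Circ_CDH1_9-10, from the gene of E-cadherin, at 0.687 ± 1.32, with reads in 3 libraries. Of the 28, 18 had reads in all 12 libraries, 21 had a mean over 10 and 18 were among the 100 highest means. Their median was 38.7, against 1.66 for the whole table. Circ_STX6_4-7 stood at 13.5 ± 14.2, with reads in 6 libraries.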

The corresponding normal linear mRNA was measured using the forward primer within one exon involved in BS and the reverse primer in the closest exon not involved in circularization. Treatment of RNA preps using RNase R confirmed resistance to exonuclease in 28 circRNAs. As reported in Figure 1F, these circRNAs showed different degree of RNase R resistance, with *Circ_ZMYND8_2-10* and *Circ_NCOA3_4-9* characterized by the lower susceptibility to RNAse R degradation. The two cases that were completely degraded by RNase R were intronic circRNAs and are not shown in the Figure since in this case no linear control was available. Expression levels of the 28 validated circRNAs measured by qRT-PCR in MCF-7 were highly correlated with the expression levels measured by our RNA-seq experiments (Pearson *r* = 0.7611). To verify circRNAs localization in the cell, we performed a cell fractionation experiment. 26 out of the 28 circRNAs tested were enriched in the cytoplasm and only two circRNAs (*Circ_ZNF124_4-2* and *Circ_ZMYND8_2-10*) in the nuclear fraction (Supplementary Figure 1C). These results are consistent with previously published evidence on circRNAs being prevalently found in the cytoplasm [27].

### Genomic circRNAs characterization

We examined the general genomic features of circRNA host genes. As reported in Figure 2A, most host genes generate only one circRNA, even though we observed extreme cases as the *TRIM37* gene, which generates 27 different circRNAs. 

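TRIM37, a ubiquitin ligase gene at 57059999 to 57184282 of chromosome 17 (hg19), hosted 27 circRNAs, 5 of them with a mean over 10, and its most abundant, Circ_TRIM37_20-24, had a mean of 30.1 ± 6.97 normalized BS reads (SD, n = 12). Next came BRIP1, a DNA helicase gene that acts with BRCA1, with 15 circRNAs (Circ_BRIP1_13-14 at 43.9 ± 12.4), UBAP2 with 14 (Circ_UBAP2_9-12 at 33.9 ± 13.3) and BIRC6, a gene of the inhibitor of apoptosis family, with 13. ADAMTS19, PTK2 and LRBA hosted 12 each, and NCOA3, PICALM and USP32 11 each. Like TRIM37, both BRIP1 and USP32 lie on chromosome 17. Of 1717 host genes, 1058 (61.6%, exact 95% binomial interval 59.3% to 63.9%) hosted 1 circRNA, 368 hosted 2, 134 hosted 3 and 157 hosted 4 or more. The genes with 1 circRNA accounted for 34.3% of the 3087 circRNAs that have a host gene. Among circRNAs with a mean of at least 2 alone, a filter that can only lower the number per gene, 70.1% of 887 host genes had 1 and TRIM37 had 13.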

Considering each circRNA-host gene pair, we did not observe a correlation between their normalized expression level (*r* = 0.05). 

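Of 154 genes of chromatin modifiers, 59 (38.3%) hosted at least 1 circRNA of the table. The coactivator gene NCOA3 had 11, BRWD1 9, the chromatin remodelling gene BPTF 7 and the histone methyltransferase gene EHMT1 6. Of 111 DNA repair genes, 31 (27.9%) hosted a circRNA, led by BRIP1 and by BARD1, a partner of BRCA1, with 8. Of 158 cell cycle genes, 30 (19.0%) did, led by the cyclin-dependent kinase gene CDK13 with 4, and of 78 genes of splicing regulators 19 (24.4%). Estrogen-responsive genes stood at 17 of 76 (22.4%), luminal breast genes at 10 of 35 (28.6%) and basal and stromal genes at 0 of 33. Of 197 translation genes, mostly of ribosomal proteins and initiation factors, 14 (7.1%) hosted a circRNA, and of 76 oxidative phosphorylation genes 4 (5.3%). Against the translation list, two-sided Fisher's exact tests adjusted over the 8 other lists gave an adjusted p of 5.5e-12 for chromatin modifiers, 5.6e-06 for DNA repair, 0.0014 for the cell cycle, 0.00076 for splicing, 0.0014 for estrogen-responsive genes and 0.0014 for luminal genes. For oxidative phosphorylation it was 0.79 and for basal and stromal genes 0.26. The chromatin, DNA repair, cell cycle and translation lists follow themes that the paper reports from the same circRNAs. Comparing them in this table is therefore no independent support for its result. In the same Fisher's exact tests on circRNAs with a mean of at least 2, the DNA repair, cell cycle and splicing lists no longer passed (adjusted p = 0.058, 0.08 and 0.11). The lists differ in gene length, with a median of 69144 bases for chromatin modifiers and 9408 for translation: in a permutation test against protein-coding genes of the same length, added after the values were seen, translation genes also hosted more than their share, at 2.12 times the number expected (adjusted p = 0.012). The ratio was 2.8 for chromatin modifiers, 2.57 for DNA repair and 2.92 for splicing (adjusted p = 0.0006 each in this permutation test), 2.86 for luminal genes (0.0047), 1.91 for the cell cycle (0.0032), 1.88 for estrogen-responsive genes (0.012) and 1.61 for oxidative phosphorylation (0.46). The cell cycle and estrogen-responsive ratios are thus no higher than that of translation, and basal and stromal genes hosted 0 against 3.9 expected (permutation test, adjusted p = 0.031). Neither the Fisher's exact tests nor the permutation test matched genes on expression in MCF-7, unlike the paper's control genes. Differences in expression between the lists therefore cannot be told apart from a capacity to form circRNAs.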

The capacity of generating circRNAs did not appear randomly distributed, since gene ontology analysis of the circRNA host genes showed significant enrichment of terms related to chromatin modification, DNA repair and cell-cycle, while a set of control genes with no evidence of circular RNA forms (control gene set) was enriched in more general processes including gene expression and translation (Supplementary Table 2A–2B, respectively).

**Figure 2:**
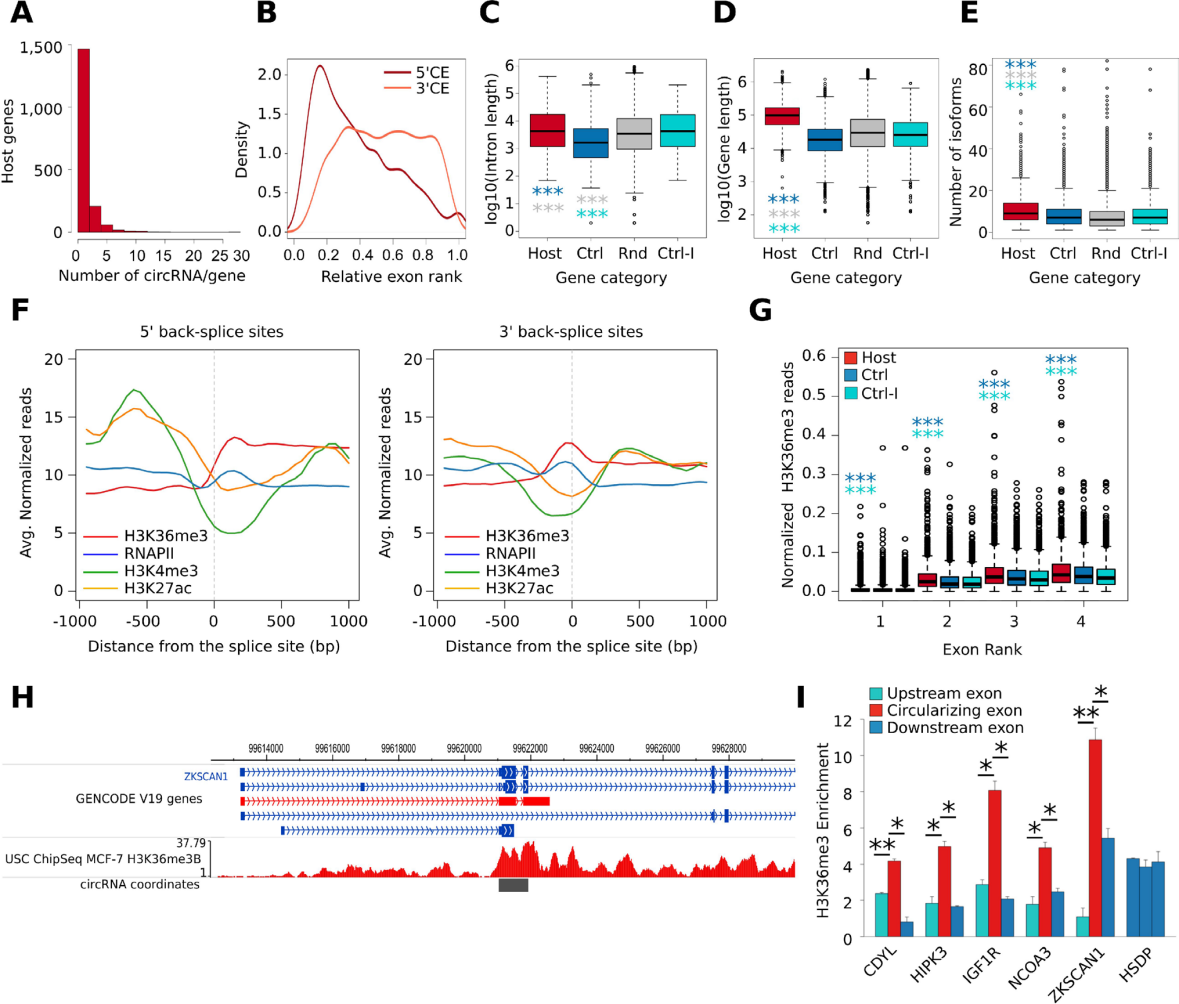
(**A**) Histogram shows the distribution of the number of circRNAs produced by the circRNA host gene identified in our analysis. (**B**) Density plot shows the relative rank of exons involved in circularization. Dark red color represents the 5ʹ Circularizing Exon (5ʹCE) while light red the 3ʹ Circularizing Exon (3ʹCE). (**C**) Box plot shows the gene length distribution of host genes (red), control genes (blue), and random set genes (grey); *p*-value by Wilcoxon Rank-Sum test. ^***^ = *p*-value < 0.001. (**D**) Box plot shows the number of isoforms of host genes (red), control genes (Ctrl, blue), random genes (Rnd, grey), and control genes paired with host genes by the first intron length (Ctrl-I, cyan); *p*-value by Wilcoxon Rank-Sum test. ^***^ = *p*-value < 0.001. (**E**) Box plot shows the length of the first intron of host genes (red), control genes (blue), and random set genes (grey); *p*-value by Wilcoxon Rank-Sum test. ^***^ = *p*-value < 0.001. (**F**) Line plot represents the MCF-7 H3K36me3, Pol II, H3K4me3, and H3K27ac ChIP-seq signal profile measured in a genomic window of +/− 1 kb centered the 5ʹ BS junction (left) and the 3ʹ BS junction (right). (**G**) Box plot shows the number of normalized H3K36me3 ChIP-Seq reads counted in the first four exons of host (red) and control genes (blue); *p*-value by Wilcoxon Rank-Sum test. ^***^ = *p*-value < 0.001. (**H**) Genome Browser representation of the genomic regions involved in the formation of Circ_ZKSCAN1_2-3 circRNA. The H3K36me3 genomic coverage is reported in red. The coverage values are reported as read per million sequenced reads. (**I**) Bar plot represents H3K36me3 ChIP enrichment at the selected exons of five circRNA host genes. In red, the exon involved in the circularization is represented while the flanking exons are represented in blue. The *HSDP* gene was used as representative control gene since it was characterized by a similar level of expression in MCF-7 compared to the five analyzed circRNA host genes. The exons two, three, and four were selected for this gene. Bars indicate standard deviation from three independent biological replicates; ^**^ = *p*-value < 0.01 and ^*^ = *p*-value < 0.05.

Considering the main transcript isoform of each host gene, we investigated their genomic and transcriptomic features using *CircHunter*. 

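Exon 2 was the upstream exon of 1065 of the 2924 exonic circRNAs (36.4%), exon 3 of 397 (13.6%), exon 4 of 273 (9.3%) and exon 5 of 196 (6.7%). Exon 1 was the upstream exon of 38 (1.3%). Abundant circRNAs with exon 2 upstream are those of MAN1A2, SLC38A1 and HIPK3. The downstream exon was spread more widely, with exon 3 in 259 circRNAs (8.9%), exon 4 in 340 (11.6%), exon 5 in 343 (11.7%), exon 6 in 318 (10.9%) and exon 7 in 237 (8.1%). Exon 2 or 3 was the upstream exon in 50.0% and the downstream exon in 12.2%. The median rank was 3 upstream and 7 downstream. Ranks were read from the names, which count exons along the transcript that CircHunter took for each host gene.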

Considering the relative exon rank, we observed that the upstream exon involved in circularization (5ʹ Circularizing Exon, 5ʹCE) is more frequently at the beginning of the transcript, whereas the downstream exon (3ʹ Circularizing Exon, 3ʹCE) has a more uniform distribution (Figure 2B). 

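Among the 2720 circRNAs named with several exons, 638 (23.5%) span 3 exons, 635 (23.3%) 2 exons, 537 (19.7%) 4, 349 (12.8%) 5 and 229 (8.4%) 6. Circ_ATXN7_3-4 and Circ_ESR1_3-4 are circRNAs of 2 exons, Circ_PTK2_3-5 and Circ_ERBB4_17-19 of 3, and Circ_NCOA3_4-9 of 6. Together, 2 or 3 exons account for 1273 (46.8%, exact 95% binomial interval 44.9% to 48.7%). The median number of exons was 4. With circRNAs of a mean of at least 2 the share was 50.2%, and with the most abundant circRNA of each host gene 52.1%.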

We observed that the majority of multi-exonic circRNAs involve two (635 circRNAs, 19.4%) or three exons (637 circRNAs, 19.5%) (Supplementary Figure 1D). 

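Exon 2 stood at an end of 1073 circRNAs and exon 3 of 624, counting an exon at either end once per circRNA, followed by exon 4 with 586, exon 5 with 529 and exon 6 with 439. At the downstream end alone, exon 2 was found in 98 circRNAs. Those of ESR1 show the range, with exon 2 to 3, exon 3 to 4 and exon 4 to 5 circularized.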

Exons taking part in the BS events are more frequently the 2^nd^ and 3^rd^ (1,073 and 624 circRNAs respectively) (Supplementary Figure 1E), as previously reported [28]. Also in this analysis, we observed exceptions like *Circ_DYNC1H1_17-56*, in which the circularization event involved 40 exons. Furthermore, intronic regions can be retained in the circRNA structure. 

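Circ_DYNC1H1_17-56, from the gene of the heavy chain of cytoplasmic dynein, runs from 102466326 to 102500789 of chromosome 14 (hg19). It had reads in all 12 libraries and a mean of 17.8 ± 11.3 normalized BS reads (SD, n = 12), rank 149 of 3271. Its mean was 30.5 ± 16.0 (SD, n = 3) after siERa, 15.8 ± 4.56 with E2, 14.3 ± 4.46 in HD medium and 10.5 ± 7.56 in full medium. Only 4 circRNAs span 20 or more exons.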

To verify intron retention in the circRNAs, we mapped the corresponding paired-end read of each BS-overlapping read in our RNA-Seq. Interestingly, 477 out of 3,164 circRNAs for which it was possible to map the paired read contained intronic sequences (Supplementary Figure 1F), thus demonstrating incomplete splicing of the intervening exons in a number of cases.

To the purpose of identifying further genomic features of CM7, we then collected three sets of control genes: the first (named *control set)* followed these criteria: i) no BS events detected in our RNA-seq nor annotated in circBase; and ii) similar level of expression when compared to the linear isoforms in MCF-7 cells (Supplementary Figure 1G). The second was a subset of *control set* displaying intron length similar to CM7 host genes (named *Control-I* set). Finally, a set of 1,000 random protein-coding genes was selected (named *Random* set). 

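TRIM37 spans 124284 bases, BRIP1 184421, NCOA3 154991 and LRBA 751293. Over the 1666 host genes matched to a protein-coding gene (97.0% of the host symbols), the median gene length was 98530 bases (quartiles 51340 and 165659). A random set of 1000 protein-coding genes had a median of 26936. In 1000 further draws, each of as many protein-coding genes as there were host genes, the median lay between 24322 and 31262. Host genes had a median of 11 annotated transcripts, against 6 in the random set and 5 to 7 over the draws. No draw reached the value of the host genes for either measure. The random genes were not matched on expression, and the annotation here is later than the one of the study.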

The comparison among CM7, control and random genes led us to conclude that circRNA host genes were significantly longer (Figure 2D) and annotated to a higher number of isoforms (Figure 2E). Furthermore, host genes were associated with a higher number of exons and longer mature RNA transcripts (Supplementary Figure 1H-1I). Moreover, we confirmed that the first intron is significantly longer in circRNA host genes than in control genes (Figure 2C), as previously reported [4].

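The main transcript of a host gene had a median of 15 exons (quartiles 9 and 23), against 8 in the random set and 7 to 9 over 1000 draws. Its median length was 5116 bases (quartiles 3369 and 7368), against 2936 and 2660 to 3124. None of the 1000 draws was as high for either measure.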

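The first intron was measured in 1664 host genes and had a median of 12949 bases (quartiles 3788 and 32042). The 17117 other protein-coding genes with an intron had a median of 3230 and the random set of 3444, and 0 of 1000 random draws, at 2956 to 4300, was as high. The other genes were not chosen by expression, unlike the paper's control genes. From its control and random sets, the paper concludes that host genes are longer and have more annotated isoforms.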

It has been observed that BS events can be enhanced by the presence of inverted intronic Alu sequences [6]. We analyzed the Alu annotations mapped in the introns flanking the Exons involved in BS and observed that circRNAs host genes were significantly enriched in Alu elements as compared to controls (Supplementary Figure 1J), with 718 host genes (21.95%) harboring a divergent pair of this elements as compared to only 7.65% of non-host control genes.

Thus, the genomic features of CM7 appear in line with those reported for circRNAs characterized in other cell lines and tissues.

### A specific chromatin signature at circularizing exons

Alternative splicing has been linked to epigenetic histone modifications that may result in tighter nucleosome positioning on exons, leading to relenting RNA Polymerase (RNAPII) (the “exon-bump” hypothesis) [29] and/or to the recruitment of splicing factors in the proximity of alternative exons [30]. Therefore, we overlapped BS exons to a library of 15 chromatin states of the MCF-7 epigenome [31] and discovered that they are mostly characterized by the “*transcribed gene*” state, i.e. high H3K36me3 and RNAPII occupancy (Supplementary Figure 1K). Next, we analyzed the ChIP-Seq signal of H3K27ac, H3K36me3, H3K4me3 and RNAPII in a window of +/− 1 kbp centered on the 5ʹBS site (the 5ʹ-end of 5ʹCE) or the 3ʹBS site (the 3ʹ-end of 3ʹCE), using public MCF-7 ChIP-Seq data. Interestingly, we observed a significant increment of the H3K36me3 signal downstream of the 5ʹ BS sites while a local peak of this mark was observed at 3ʹ BS sites (Figure 2F). Then, considering only exonic circRNAs, we compared the increment of H3K36me3 ChIP-Seq signal among the first four exons of host genes and control set, observing that a significantly higher number of H3K36me3 ChIP-Seq reads cover exons of host genes. Interestingly this higher signal was also observed when comparing host genes with the control-I set, suggesting that the enrichment is independent on the intron preceding the 5ʹCE (Figure 2G). To identify circRNA host genes enriched in H3K36me3 signal at 5ʹCEs, we computed a score based on the ratio between the H3K36me3 signal at 5ʹCEs and at their upstream exon. Ranking circRNA host genes using this score revealed interesting examples of genes in which the H3K36me3 signal increases dramatically at 5ʹCEs, as in the case of *ZKSCAN1* (Figure 2H, Supplementary Table 3).

These novel findings are very interesting, especially because the involvement of H3K36me3 in alternative splicing has been reported [30]. To validate our observations by a more direct approach, we used ChIP-qPCR to measure the level of H3K36me3 in five circRNA host genes in MCF-7, by comparing the 5ʹCEs with the upstream and the downstream exons not involved in circularization and to a control gene (HSDP). As shown in Figure 2I, significantly higher levels of H3K36me3 were confirmed in all cases. H3K36me3 enrichment at 5ʹCE is a novel finding that emphasizes the link between alternative splicing and circRNA biogenesis.

### CircHunter tool to search and quantify BS events in CM7

Due to the extension of CM7, we judged it very relevant to see if these circRNAs may represent, or contain, a signature specific to luminal BC. Therefore, we set out to analyze circRNAs expression in external data from BC cell lines and tumor tissue samples. To simplify and speed-up this analysis, we develop *HashCirc*, a module of CircHunter, which applies a two-steps procedure to count the number of reads supporting a putative BS junction.

Briefly, in the first step *HashCirc* decomposes two sets of sequences s_1_ and s_2_ into sub-sequences (*k*-mers), which are then directly compared using a hash-function. In the second step, the s_2_ sequences associated with a threshold of *k*-mers shared with at least one s_1_ sequence are then selected for an alignment performed by the Smith-Waterman algorithm (see Materials and Methods for details). Given the high efficiency of the hash-based sequence comparison, a high number of s_2_ sequences is screened for possible match with the s_1_ sequences to be confirmed afterward using a more accurate (but computationally demanding) alignment method.

To use *HashCirc* starting from the CM7 detected by CIRI we defined a sequence set comprising a window of −35 to +35 nucleotides of each BS. Running *HashCirc* on our 12 RNA-Seq datasets (s_2_) we found that 3,262 circRNAs of our set (99.6%) are associated to at least one read, confirming that *HashCirc* is able to detect almost all CIRI defined circRNAs using a reduced length sequence. Subsequently, *HashCirc* was applied on Poly(A+), Poly(A-), and total RNA-Seq data from the ENCODE project (as described in the first section) showing a neatly higher number of BS reads detected in total RNA-seq data, as compared with experiments based on Poly(A)+ RNA (Supplementary Data 2).

We applied *HashCirc* to examine circRNAs expression in publicly available total RNA-seq data of BC cell lines and tissues. Analysis of CM7 BS junction sequences in data from total RNA-seq analysis of five BC cell lines and one non-tumorigenic breast cell line (GSE52643) revealed that 2,037 circRNAs (62.3%) were detectable in at least one cell line; of these, 36 were Differentially Expressed (DE) when comparing ER+ versus ER- cell lines (Figure 3A and Supplementary Table 4). Notably, they included four circRNAs deriving from the *ESR1* gene and one from the *PGR* (progesterone receptor) gene, which are among the genes defining luminal subtypes. To validate this finding, we analyzed by qRT-PCR the expression of the 28 validated circRNAs (Figure 1F) in a panel of cell lines including six BC and two non-tumorigenic breast cell lines, chosen to comprise wide phenotypic variability. We confirmed that *CircRNA_GFRA1_5-7, Circ_IGF1R_2, Circ_ATXN7_3-4* and *Circ_NCOA3_4-9* were prevalently expressed in MCF-7 cells (Figure 3B), in parallel with its linear isoforms (data not shown). Remarkably, a set of circRNAs (*Circ_CDYL_2*, *Circ_MAN1A2_2-5, Circ_SMARCA5_15-16, Circ_FOXP1_8-11,* and *Circ_HIPK3_2*) were more abundant than their corresponding linear isoforms, suggesting an accumulation of these molecules in BC (Supplementary Figure 2A).

**Figure 3:**
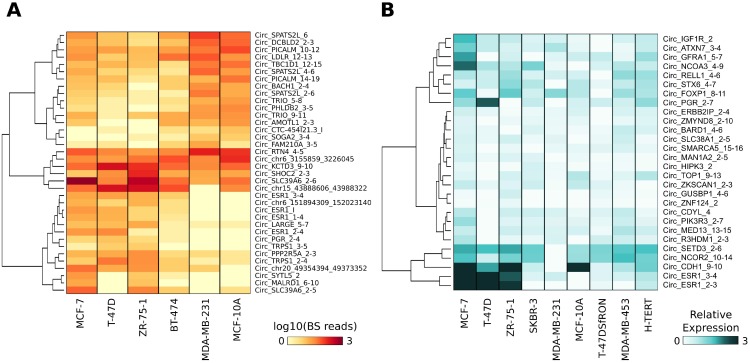
(**A**) Heat map represents the normalized number of BS junction reads of circRNAs differentially expressed in ER+ versus ER- BC cell lines. (**B**) Heat map represents the expression level of a set of 28 validated circRNAs. The expression level was measured by qRT-PCR and is relative to the lowest expressed circRNA in each cell line and is reported in light-to-dark blue color-scale.

Given the observation of widespread expression of CM7 in BC cell lines, we analysed by *HashCirc* the total RNA-Seq datasets from primary breast tumors and normal tissues [32]. Specifically, we directly searched for circRNA BS junction sequences in 20 RNA-Seq datasets from Triple Negative (TN), ER positive (ER+), HER2 amplified (HER2+), and Normal Breast Organoids (NBO) (GSE52194). We detected 3,004 circRNAs (91.2%) expressed in at least one sample, including 139 circRNAs detected in all the samples analyzed (Supplementary Table 5). To identify luminal-specific circRNAs, we performed a DE analysis using the read counts provided by *HashCirc*. As shown in Figure 4A, we detected 113 DE circRNAs in ER+ *versus* TN tumors, 58 DE circRNAs in ER+ *versus* HER2+ tumors and, noteworthy, 622 DE circRNAs in ER+ *versus* NBO. As expected, the *ESR1* circRNAs were among the most significant DE circRNAs when comparing ER+ to ER- tumors and, similarly, *Circ_ERBB2_7-11* was significantly overexpressed in HER2+ tumors (Supplementary Figure 2B). Interestingly, when comparing luminal tumors against NBO, the differential expression of linear isoforms did not correlate with corresponding DE of circRNAs, while this fact was much less evident in other comparisons between tumor subtypes (Figure 4B). In this analysis, we identified other interesting DE circRNAs including *Circ_HIPK3_3*, which was highly expressed in all tumor samples analyzed; *Circ_GFRA1_5-7*, which was significantly overexpressed in ER+ tumors only; and *Circ_RPPH1_1* as an extremely abundant circRNA in HER2+ tumors (Figure 4C). This circRNA derives from the gene encoding the RNA component of RNase P, and clearly it is not produced by a canonical splicing event since this gene does not contain introns.

**Figure 4:**
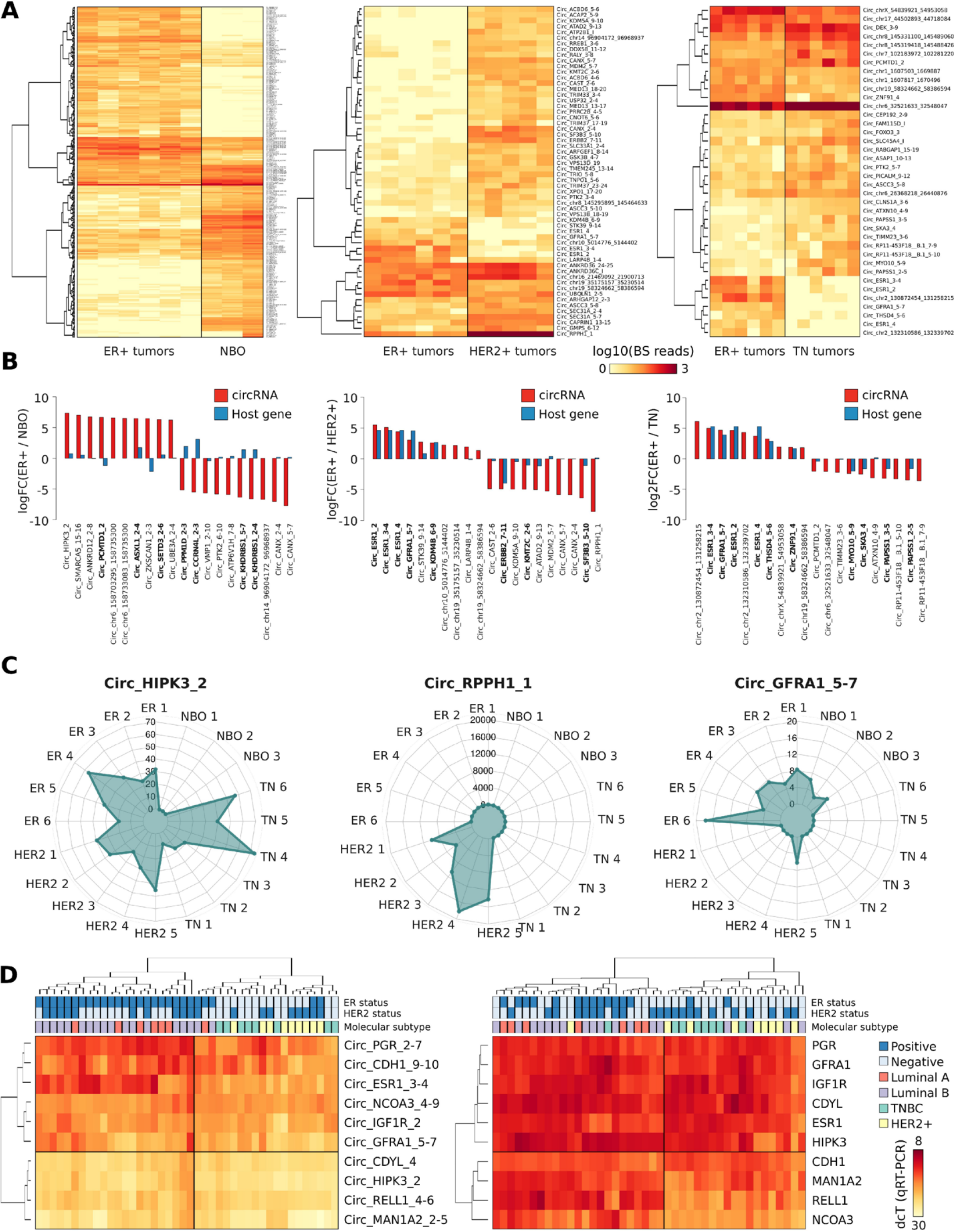
(**A**) Heat map represents the number of BS junction reads of circRNAs significantly Differentially Expressed (DE) in ER+ tumors versus Normal Breast Organoids (NBO) (left), ER+ tumors versus HER2 amplified tumors (middle), or ER+ tumor samples versus Triple Negative (TN) tumors (right). (**B**) Bar plot shows the log2 Fold Change of the ten most significant upregulated or downregulated DE circRNAs in each DE analysis performed (red). In blue are represented their correspondent linear genes. In bold circRNAs whose host genes are known to be DE in a specific condition. (**C**) Radar plot represents the number of BS reads of three representative DE circRNAs, counted by *HashCirc* in 20 total RNA-Seq datasets from primary tumor specimens (ER = ER+ tumors; HER2 = HER2 amplified tumors; NBO = Normal Breast Organoids). (**D**) Heat map represents the expression level of ten selected circRNAs measured by qRT-PCR in 42 different tumor samples, (left) and the level of expression of the corresponding host genes (right). The tumor molecular subtype and the positivity to ER expression or HER2 amplification is reported on top of the heat maps, accordingly to clinical data.

Expression of nine circRNAs arbitrarily selected among those showing the highest expression in tumors was also examined by qRT-PCR in a series of 42 tissue samples from primary BC patients. Results were then evaluated by hierarchical clustering and we observed that these circRNAs were able to distinguish samples of the luminal subtype from the other subtypes, with only three misclassified samples (accuracy = 0.92) (Figure 4D, left). Noteworthy, the expression of their corresponding linear isoforms (Figure 4D, right) performed slightly worse as classifier to separate luminal from non-luminal BC subtypes, based on clustering analysis (accuracy = 0.88). Some CM7 resulted thus more efficient in clustering BC subtypes than their linear counterparts, including hormone receptor genes.

Statistical analysis of the expression of these nine circRNAs with patient clinical data highlighted a significant correlation between the immuno-histochemical ER status and *Circ_ESR1_3-4* expression (*p*-value = 3.95E-09), whereas the correlation with ESR1 linear isoforms was definitely less pronounced. The immuno-histochemical PR status was also correlated to *Circ_PGR_2-7* expression (*p*-value = 2.95E-03), as expected. Interestingly, *Circ_IGF1R_2* expression was significantly related to the mitosis score (*p*-value = 4.49E-03) and, furthermore, *Circ_RELL1_4-6* and *Circ_CDH1_9-10* expression was positively correlated with lymph node invasion (*p*-value = 5.64E-03 and *p*-value = 9.30E-03 respectively) (Supplementary Table 6).

### Analysis of Ago-HITS-CLIP data on CM7 exons

The availability of an Ago-HITS-CLIP dataset from a published study in MCF-7 cells [33] prompted us to assess the possible enrichment of Ago binding in CM7 exons, as well as within the BS sequences. First, using Ago-HITS-CLIP data we found that 53% of CM7 exons overlapped an Ago HITS-CLIP peak (Supplementary Table 7A). Then, we computed the intensity of Ago binding around a genomic region of 1 kbp centered on the circRNA exon boundaries, as compared to the boundaries of exons 2 and 3 of control genes. Interestingly, the number of Ago-associated reads is significantly higher around BS exons than in the control set (Figure 5A–5B). These results show that AGO binding is higher in circularizing exon, as exemplified in Figure 5C, even though it is not possible to discriminate how binding concerns linear and circular isoforms.

**Figure 5:**
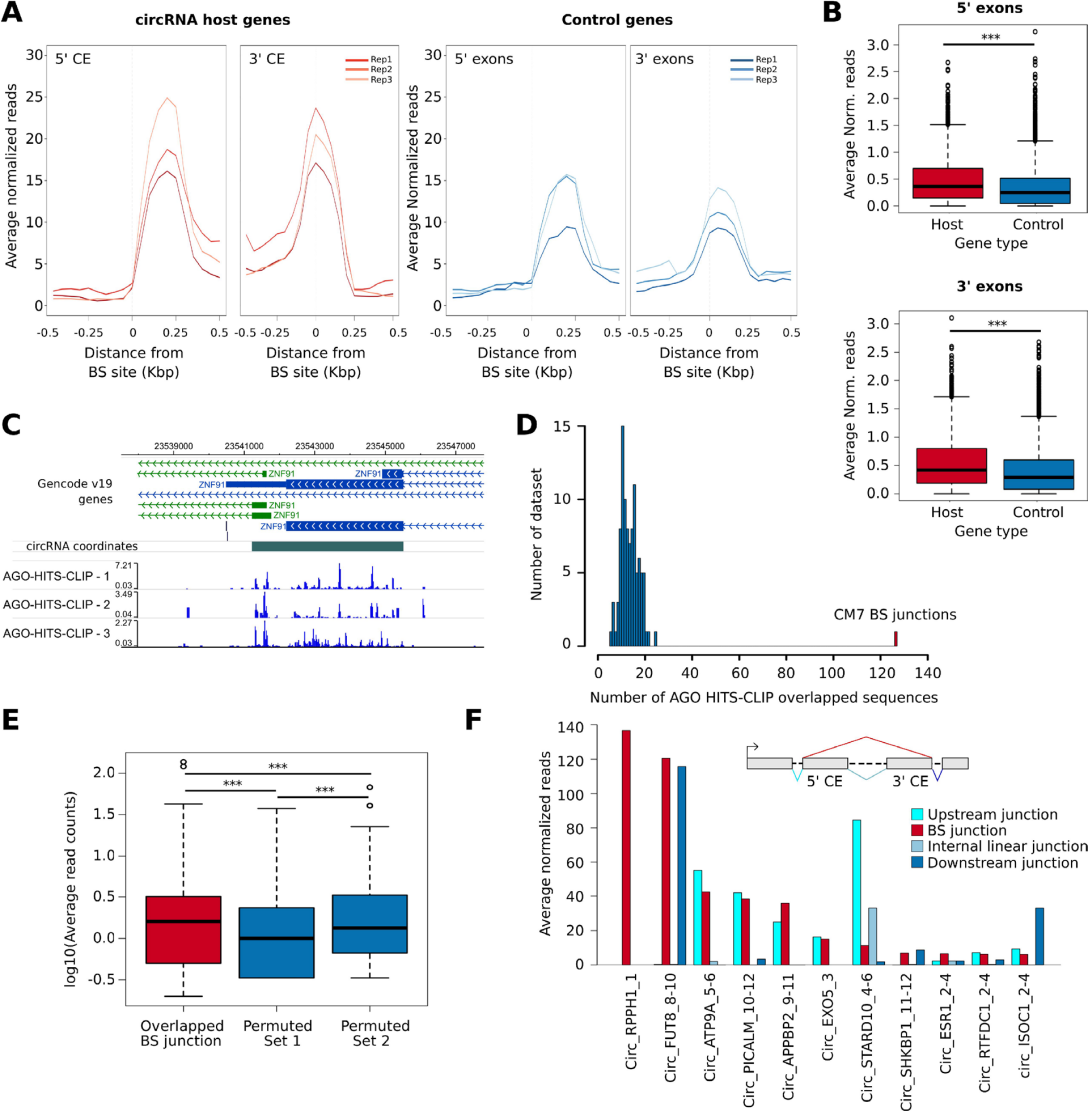
(**A**) Line plot shows the normalized number of Ago-HITS-CLIP reads counted in a genomic window of +/− 500 bp centered on each circRNA BS sites (left) or at corresponding linear splicing sites of genes from the control gene set (right). Data of all the three biological replicates of the experiment are reported. CE, Circularizing exon. (**B**) Box plot represents the number of Ago-HITS-CLIP reads counted within a genomic region of +/− 100 bp centered on each circRNA BS sites (red) or control gene splicing sites (blue). *p*-value by Wilcoxon-Rank Sum Test. ^***^, *p*-value < 0.001. (**C**) Washu Genome Browser representation of the circRNA predicted at ZNF91 gene. The normalized genomic coverage of the three Ago-HITS-CLIP experiments is reported at the bottom. The signal was normalized on the total number of reads sequenced in each experiment. (**D**) Histogram representing the number of sequences overlapped with Ago-HITS-CLIP reads considering the CM7 BS junctions (red) and 100 sets of 3,271 sequences generated by random permutation of CM7 BS sequences halves (blue). (**E**) Box plot representing the log10 average reads in three different datasets: 127 AGO-overlapped back-splicing sequences (red), 100 sets of random sequences generated by randomly permuting 127 randomly selected from the 3,271 CM7 back-splicing sequence halves (Permuted Set 1, blue) and 100 sets of random sequences generated by permuting the 127 back-splicing sequences overlapped with AGO (Permuted Set 2, blue) *p*-value by Wilcoxon-Rank Sum Test. ^***^, *p*-value < 0.001. (**F**) Bar plot showing the average normalized Ago reads overlapped with the top 10 CM7 BS junction (red) and a set composed of linear mRNA splicing sequences in between of the two exons involved in the circularization (light blue). The internal junction was defined by considering the 5’ CE and the following exon in the linear transcript. For Circ_RPPH1_1, mapped on a monoexonic gene, no control junction was available. For the monoexonic circRNA Circ_EXO5_3 no internal junction was available. The number of reads counted on the linear mRNA splicing sequences involving the CE and the flanking exon at the 5’ (cyan) and the flanking exon at the 3’ (blue) were also reported.

Circularization events create novel sequences that are not present in the linear isoforms. Therefore, we studied whether some of them could align with Ago-HITS-CLIP sequencing reads. Using the *HashCirc* module of *CircHunter,* we searched for CM7 BS sequences (−35; +35) in the raw Ago-HITS-CLIP data and found 127 overlapping sequences. As control, we generated 100 sets of randomly permuted BS sequences, obtaining definitely lower numbers (*p*-value < 0.001, Figure 5D). Thus, HITS-CLIP reads contain sequences that are exclusive to BS junctions. We also counted the HITS-CLIP reads mapping to BS, and found that they were significantly higher than reads counted on 100 sets of randomly permuted BS sequences or on a set of BS created by shuffling single nucleotides within BS sequences (see Materials and Methods section for details) (Figure 5E). Note that only few CM7 BS sequences were associated with high number of HITS-CLIP reads, e.g. *Circ_RPPH1_1, Circ_FUT8_8-10* and few others (Figure 5F and Supplementary Table 7B).

One important point was to understand whether these “novel” HITS-CLIP reads mapping to BS are due to the re-created BS sequence or to the state of circRNAs per se. In attempt to answer this question, we examined in more detail the circRNAs showing at least 6 HIST-CLIP reads over the BS sequence. Following the scheme shown in Figure 5F we counted the HITS-CLIP reads mapping to the BS junction and to linear splicing junctions (both upstream and downstream the circularization event), and internal to it (when involving at least two exons). Results show that, while the internal junctions are negative in almost all cases, the read counts found at BS junction are reproduced either at the upstream or downstream linear junction (Figure 5F). Mapping of the reads on these junctions, indeed, showed a very asymmetrical distribution, with the peak clearly within the CE (Supplementary Figure 2C).

In conclusion, our data show that there is a clear increase of AGO-HITS-CLIP reads in exons involved in circularization, whereas no evidence of novel HITS-CLIP sequences within the BS junctions was obtained.

## DISCUSSION

In this paper, we present a collection of circRNAs expressed in the MCF-7 BC cell line, which is by far the deepest published to date. We present the new pipeline of analysis *CircHunter*, for the precise circRNAs annotation, and the new tool *HashCirc* (manuscript in preparation) for quantitative analysis of circRNAs expression in public data from tumors and cell lines, showing that a subset of MCF-7 circRNAs can neatly distinguish luminal subtype tumors from other subtypes.

Using both external data and in-house validation, we discovered that circularizing exons contain higher levels of H3K36me3 as compared to other exons, with important implications in the biogenesis mechanism. At the RNA level, we also show elevated Ago occupancy in circularizing exons.

The number of circRNAs detected in our Poly(A-) RNA-Seq was higher compared to circRNAs predicted from ENCODE. 

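Of the 3271 circRNAs, 1384 (42.3%) had reads in all 4 culture conditions, 919 in 3, 687 in 2 and 281 in 1. Circ_ERBB2_7-11, from the gene of the HER2 receptor, was listed at 0 in the 3 full-medium libraries. It stood at 7.05 ± 7.04 normalized BS reads (SD, n = 3) in HD medium, where replicate 1 was also at 0, and at 10.3 ± 3.02 with E2. Circ_STX6_4-7, from a gene of membrane fusion, was also at 0 in full medium, but its 18.7 ± 16.2 in HD medium came from replicates 1 and 2, and replicate 3 was at 0 in every condition. Circ_RAPGEF5_2-6 was at 0 in the siERa libraries, at 6.96 ± 2.94 in HD medium and at 15.2 ± 5.94 in full medium. The difference between siERa and HD medium did not pass the limma test (adjusted p = 0.51). Among circRNAs seen in a single condition, 141 were seen with E2, 81 in HD medium, 36 after siERa and 23 in full medium, none with a mean over 2.1. Single libraries held 942 to 2457 circRNAs (28.8% to 75.1% of the table), and this number went with the BS reads of the library. The 3 libraries of a condition held 2487 circRNAs on average, against 2651 over all 15400 ways to group the libraries by 3 (exact permutation test, one-sided, p = 0.00013). Because the filter asked for 2 replicates of a condition, it favours circRNAs found within a condition. Over the 1893 circRNAs with reads in at least 5 libraries, which pass that filter however libraries are grouped, the numbers were 1759 and 1772 (exact permutation test, p = 0.25), a comparison added after the values were seen. The paper proposes that sequencing depth and the 4 culture conditions raised the number of circRNAs detected.

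**Figure D3:**
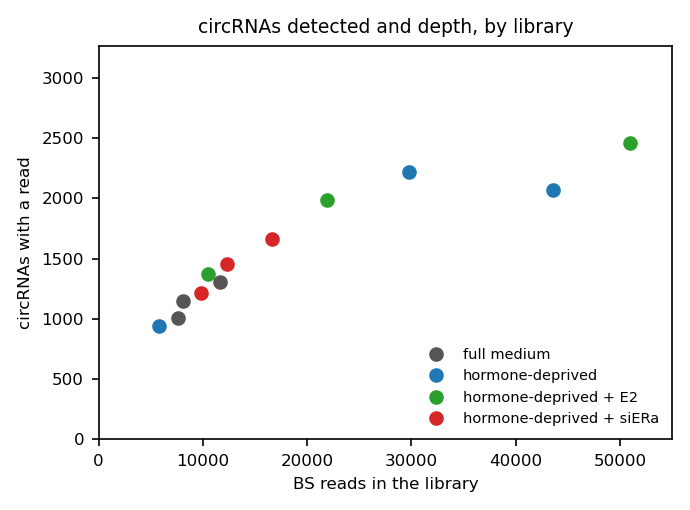
Number of circRNAs with a read (vertical axis) against the BS reads of the library (horizontal axis). Each point is a library, coloured by culture condition. The library with the fewest reads, 5781, held 942 circRNAs, and the one with the most, 50925, held 2457.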

Possible explanations are the high sequencing depth of our RNA-Seq data and the fact that samples derived from MCF-7 cells in four different culture conditions, thus enhancing the possibility of detection not only for DE genes, but also from the probabilistic point of view.

During last years, many circRNA prediction algorithms have been developed with different characteristics and performance [34–37]. Among the published algorithms for circRNA prediction, CIRI was selected for its overall good performance and low false negative rate in an independent comparative study of circRNA prediction algorithms [34]. Despite in Hansen and co-workers CIRI was associated with a high false positive rate, we were able to confirm that 79.4% of CIRI predicted circRNA were predicted by at least another algorithm. Furthermore 83, 2% of circRNA were already annotated in circBase. Furthermore, recently in Zhang and co-workers CIRI was associated with the highest precision and sensitivity confirming it as a good balanced algorithm for our porpoise to define a comprehensive set of circRNAs for MCF-7 cells. All the algorithms incorporated a filter on the GT-AG definition of 5ʹ and 3ʹ-splice sites, thus essentially limiting detection to exonic circRNAs. Conversely, a recent study conducted on poly(A)-depleted and RNase R-treated preparations found an impressive number of circRNAs deriving from introns (non-exonic) [2]. Albeit interesting, the undefined and variable junctions in these circRNAs made the evaluation in our dataset unfeasible. It is noteworthy that we found a small number of intronic circRNAs in our set, due to the fact that they featured junctions flanking AG, GT borders by chance. However, we were unable to confirm these non-exonic circRNA by RNase R treatment in two cases selected at random.

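Read on either strand, all 158 intronic circRNAs paired with coordinates lay between the dinucleotides AG and GT, as did all 184 intergenic ones. So did 2698 of 2712 circRNAs of several exons (99.5%) and 200 of 203 of 1 exon (98.5%). The strand of the host gene was not compared. The paper states that the prediction algorithms filter on GT-AG splice sites, so these shares were largely set in advance. Intronic circRNAs held 3.1% of all normalized BS reads, with 9 at a mean over 10. Intronic forms of MED13L, whose product is part of the Mediator complex, and of ZNF124 were among them, the former from 116668238 to 116675510 of chromosome 12 (hg19) at 16.0 ± 10.1 (SD, n = 12). The intronic circRNA of ESR1, from 152163732 to 152186778 of chromosome 6, starts at the boundary of exon 2 and stood at 2.13 ± 3.11. The 30 bases at the junction occurred in an annotated linear transcript for 10 intronic circRNAs (6.3%).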

The search and quantitation of circRNAs in multiple RNA-seq data is computationally demanding. To improve this task, we developed a pipeline that defines a set of BS sequences and then uses an alignment-free method to compute the matching with RNA-seq data. Alignment-free methods were largely used in genomic data analysis given their inherent low computational cost and their independence from a reference genomic sequence [38]. This method was implemented in the first step of *HashCirc*, making the algorithm faster and well performing as shown for example in the case of circRNAs expressed in breast tumor tissues. CM7 were clearly differentially expressed among tumor subtypes and, even more interestingly, a large number of them were differential in tumors *versus* normal tissue. Even though this conclusion was suggested already by other authors [18–20], to our knowledge, our circRNAs set is the largest reported to date at least for the luminal subtype breast tumors. Nair and co-workers also reported several tumor- and subtype-specific circRNAs in BC. However, this study was conducted using poly(A)+ RNA-seq data, thus strongly limiting the detection of circRNAs, which do not present poly(A)+ tails. The risk of introducing a bias toward circRNAs contaminating poly(A+) RNA preparations to variable degrees, as well as toward circRNAs containing poly(A) stretches by chance, discouraged us from examining data from TCGA or other sources not produced using total or RNase R-resistant RNA preparations. It is clear that more studies and larger patient cohorts are needed to reach a robust conclusion on this point.

In the analysis of clinicopathological data we noticed that circRNAs generated by *ESR1* and *PGR* genes show higher correlation with ER and PgR protein level than their corresponding protein-coding isoforms. The interesting hypothesis that this circRNAs may positively influence the translation or stability of their cognate protein is currently under investigation.

When considering the epigenetic status of genes hosting circRNAs, we observed that exons involved in circularization display an unexpected increase of H3K36me3. While H3K36me3 is generally observed within transcribed gene body [39], enrichment at circularizing *versus* non-circularizing exons is a completely novel finding, to our knowledge. This is particularly interesting when the mechanism of biogenesis is considered. In fact, assuming that circRNAs formation takes place during “normal” co-transcriptional processing, one should admit that the upstream intron-exon border and the downstream exon-intron border involved in circularization should be in unspliced form, i.e. the region involved (exons+introns) is “skipped”, in some sense. Luco and co-workers. reported that the H3K36me3 is read by the chromodomain-containing MRG15 protein, which in turn binds the splicing repressor PTB [30]. It should be extremely interesting to see whether a similar mechanism should take place in the case of circRNAs, i.e. the permanence of one or several unspliced intron-exon borders due to H3K36me3-mediated splicing repressor recruitment.

We have explored evidence of AGO binding not only for its role in post-transcriptional regulation, but also for its reported role in transcription and splicing [40]. Indeed, Ago1 binding to intronic enhancers in association to HP1α and CTCF has been correlated to exon skipping [41, 42], making it possible that Ago1 may associate to circRNAs at this level. While it is clear that BS creates novel sequences and some of them could be found in the AGO-HITS-CLIP raw data library, read distribution over circularizing versus linear junctions demonstrated that peaks are inside exons, thus excluding their dependency on sequences recreated by circularization. Nevertheless, AGO reads are quantitatively more abundant at BS junction than random or permuted sequences: this may result from circularization being linked to specific RBP complexes that are not present in linear isoforms, or to higher stability. The same considering the higher density of AGO-HITS-CLIP reads at circularizing *versus* non-circularizing exons.

As far as the possible involvement of microRNA targeting is concerned, target prediction in circularizing exons unravelled interesting cases that are currently being studied in more detail in our lab. The first is Circ_ZNF91_4, which contains 25 potential MREs for miR-23b-3p and 24 MREs for miR-23a-3p (Supplementary Table 7C). It is worth of note that Circ_ZNF91_4 is up-regulated in ER+ tumors compared to NBO and ER- tumors. 

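In the 12 MCF-7 libraries, Circ_SPECC1_4 (chromosome 17, 20107646 to 20109225, hg19) had a mean of 85.6 ± 8.42 normalized BS reads (SD, n = 12), rank 11 of 3271, with a lowest library of 75.9. Circ_PTK2_3-5, from the gene of focal adhesion kinase, stood at 40.5 ± 7.12 (rank 48), and Circ_PIK3R1_2, from the gene of a regulatory subunit of phosphoinositide 3-kinase, at 17.4 ± 5.17 (rank 154). Each had reads in all 12 libraries. Circ_HIPK3_2, of rank 5, ranged from 101 to 175 by library, and Circ_CDYL_4, of rank 1, from 208 to 379. Circ_ESR1_2-3 was lower, at rank 428, with reads in 10 libraries and 0 to 17.0 normalized BS reads.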

The second case is miR-193b-3p, which was predicted targeting a number of highly expressed circRNAs, among which Circ_HIPK3_2, which shows high expression in tumors as compared to normal, and as compared to HIPK3 linear isofoms. Among other predicted targets we noticed Circ_CDYL_4, Circ_SPECC1_4, Circ_PTK2_3-5, Circ_PIK3R1_2, and also Circ_ESR1_2-3. It should be stressed, however, that reports suggesting a role of circRNAs as competing endogenous RNA (ceRNA) have been so far anecdotic and that all these predicted interactions have to be verified in the lab. In this work, we did not address the possible regulation of circRNAs by estrogen. Along with the slow turnover of circRNAs, a serious problem to evaluate regulation consists in the development of robust methods to compare the rates of circRNA biosynthesis and decay with those of their cognate linear isoforms. All these issues are currently being investigated in our lab.

In conclusion, along with data that are simply suggestive on the mechanisms regulating circRNA biogenesis, the data presented here set a solid ground for further studies on the role of circRNAs in tumors. The extended collection of circRNAs expressed in MCF-7 cells and the new tool for external data analysis will enable exploration of circRNAs expression in data from tumor tissues as soon as they become available. Notably, due to the reported stability of circRNAs in serum, the subtype-specific set we report here will represent the basis for development of non-invasive biomarkers in Breast Cancer.

## MATERIALS AND METHODS

### RNA isolation, RNAse enrichment and quantitative Real-time PCR (qRT-PCR)

RNA was isolated from MCF-7, MDA-MB-231, SK-BR-3, T-47D, T-47D-sfRON, ZR-75–1, HTERT-HME1, MDA-MB-453 and MCF-10 cells as reported in [43]. RNase R (Epicentre Biotechnologies) treatment (3U) was performed on total RNA (1μg) at 20°C for 15 min. Cellular RNA fractioning was performed as described in [43]. The qRT-PCR analyses were performed using the SYBR-green method (iTaq Univers SYBR Green, Biorad, 1725124). Real-time PCR primers for human 18S (QT00199367), ERα (QT00044492), GREB1 (QT00080262), GUSBP1 (QT00085204) and RELL1 (QT01662647) RNAs were purchased from Qiagen (QuantiTect@ Primer Assay). Custom expression-primer pairs are reported Supplementary Table 8.

### Sanger sequencing

The PCR products were subjected to electrophoresis in 0.8% agarose gel. The fragments were purified and quantified. The Sanger sequencing of PCR products was performed by Bio-Fab research s.r.l. (Rome, Italy) and reported in Supplemental Data 1.

### Chromatin immunoprecipitation assay (ChIP)

MCF-7 cells were grown in serum enriched medium (full medium) and ChIP experiments were performed as described in [44]. In this assay was used an antibody against H3K36me3 (Active Motif, cat. 61101, lot. 32412003) and Normal Rabbit IgG (Millipore, cat. 12-370). Custom ChIP-primer pairs are reported in Supplementary Table 8.

### Small interfering RNA (siRNA)

MCF-7 cells were reverse transfected with siRNAs (20nM final concentration) using Lipofectamine 2000 (Thermo Fisher Scientific, 11668-019). Stealth RNAi from Thermo Fisher Scientific were used to target ERα mRNA (Thermo Fisher Scientific ESR1HSS103376, ESR1HSS103377, ESR1HSS176619). Stealth RNAi™ siRNA Negative Control Med GC was used as a control (siCTR; Thermo Fisher Scientific, 12935–300). Cells were harvested 48 hours after siRNA transfection.

### Starting RNA-Seq datasets and initial prediction of circRNAs in MCF-7

The starting RNA-seq datasets were obtained from libraries generated with the TruSeq stranded library preparation kit (Illumina) using RNA depleted of both poly(A+) and ribosomal RNAs fractions. Libraries were analyzed with the DNA 1000 chip (Agilent) using Agilent 2100 Bioanalyzer and quantified using the Qubit DNA HS kit (Lifetechnologies). Pool of 12 libraries (pooled at equimolar concentration) was generated, quantified and run on the HiSeq2000 (Illumina) sequencer in 50 nt paired-end sequencing mode following manufacturer instruction. A total of 12 datasets, with an average depth from 30.7 to 116.1 million paired-end reads were obtained, composed of triplicates of four MCF-7 culture conditions: i) hormone-deprived (HD) media ii) HD+ 17β-estradiol (6h) iii) medium added of FBS 10% iv) double-stranded RNA complementary to ESR1 mRNA (siRNA) (48h). Raw data are deposited at GSE101410. CIRI v. 1.2 [23] circRNA prediction analysis was performed aligning RNA-Seq reads with BWA v. 0.6.1 [45] with option *bwasw* and -*T* = 15. Gencode v19 was used as reference transcriptome dataset while hg19 as human reference genome assembly. CIRI algorithm applied in default settings with -*P* and -*low* option.

CircRNA prediction with CIRCexplorer v. 1.0.6 was performed as proposed in [24]. RNA-Seq reads were aligned using Tophat v. 2.0.0 [46] with options -*bowtie1*, -*a* = 6, -*m* = 2 -*microexon-search* -*no-novel-juncs*. Unmapped reads were analyzed with Tophat-Fusion with options -*fusion-search* -*keep-fasta-order* -*bowtie1* -*no-coverage-search.* CircRNA prediction analysis with find_circ v. 1.2 [1] was performed by aligning reads using Bowtie v. 2.0 [47] with options -*very-sensitive* -*phred33* -*mm* -*D* = 20 -*score-min* = C,-15,0. Unmapped reads were used as input for the find_circ pipeline following the procedure proposed in [1]. For each analysis, the number of BS reads reported by each algorithm was normalized using DESeq2 v.1.14.1 R package [48]. On each set of circRNA predicted by the three algorithms, the circRNAs predicted in at least two out of the three biological replicates in each culture condition and associated with an average number of BS supporting read > 2 were selected. Using this threshold 3,271, 1,811, and 2,797 circRNAs were predicted with CIRI, find_circ and CircExplorer, respectively. CIRI algorithm was applied with the same settings to predict circRNA from ENCODE MCF-7 RNA-Seq experiments performed using total RNA (GSM2072571, GSM2072572), poly(A)+ (GSM767851), and poly(A)- (GSM765388) RNA selection protocols. Only circRNAs identified in both the biological replicates of the experiments were considered for the analysis.

### CircHunter tool

*CircHunter* is a new tool designed for the post-discovery analysis of circRNA predictions. CircHunter is composed by three modules (i) circRNA classification, (ii) BS sequence reconstruction, and (iii) BS sequence quantification in deep sequencing datasets.

In the circRNA classification module the algorithm considers the annotation from a reference transcriptome, which in our analysis was Ensembl v85. Initially, genomic coordinates of each Ensembl exon are overlapped against circRNA genomic coordinates using bedtools [49] *intersect* function. Then, the genomic coordinates of each exon annotation are tested for the overlap against circRNA BS site position. Each overlap is classified based on the number and the position of the BS within the transcript annotations. Each circRNA/transcript overlap is classified to five possible criteria (Supplementary Figure 1B):

- *multiexonic*, when two exons are mapped to each splice site of the circRNA;
- *monoexonic,* when a single exon spans the entire region involved in the circularization;
- *putative exonic*, when there is no precise match between the circRNA BS sites and the exon boundaries but BS sites is mapped within exon genomic coordinates;
- *vintronic*; when at least one intron is mapped to a circRNA BS site;
- *intergenic*; when at least one circRNA BS sites exceeds the boundaries of the associated gene.

This analysis provides a transcript-level classification of circRNA-overlapping transcript. Then, a single circRNA can be associated with multiple classifications when overlapped on multiple transcripts. To obtain the univocal classification of each circRNA, the main isoform of the circRNA host genes is considered by selecting the Ensembl transcript identified with the suffix “001”. If none main isoform is overlapped with a circRNA, the other isoforms are evaluated following the order provided by Ensembl.

The circRNA nomenclature applied in this work was based on the isoform considered for the univocal classification. Specifically, each circRNA name was composed by the prefix “Circ” followed by the host gene symbol and ended with the rank of 5ʹ and 3ʹ exons involved in the circularization. Intergenic circRNAs were named based reporting their genomic coordinates while intronic circRNAs were distinct by the “I” suffix. The univocal classification was considered in the analysis of the number and rank of the exons involved in the BS event.

The circRNA BS sequence reconstruction module applied a python script which select two set of genomic coordinates starting from the BS sites and involving a portion of BS exon selected by the user (default length is 35 bp). An R script is then applied to convert the genomic coordinates in R *GRanges* objects. Then, the BS sequence is reconstructed using the function *getSeq* and *xscat*. These functions were applied respectively to extract and to concatenate properly the two sequences composing the BS junction.

The BS sequence quantification in deep sequencing datasets module is performed by *HashCirc*. *HashCirc* is organized on three steps: in the first and second steps an alignment-free prediction method is exploited to identify the set of putative sequencing reads mapped on the sequences of interest; while in the third step the selected putative reads are aligned against the sequences of interest (i.e. circRNA BS junction sequences) to generate the corresponding *counting table* (i.e. the counting of the number of reads aligned with each sequence).

*Step 1: Significant k-mer generation*. In this step, the entire set of sequences is scanned and a set of substrings with length *k*, namely k-mers, is generated using a *sliding window* approach.

For instance, given a string *ATCCCGTC* the following k-mers with length three are generated: *ATC, TCC, CCC, CCG, CGT* and *GTC.*

Then, a hashing is exploited to build the function *isPresent*: {A,C,G,T}_k_ → [0,1] which, for each k-mer, returns one if it appears in any sequence otherwise 0.

A k-mer α is considered significant and therefore selected if *isPresent(*α) = 1. These selected k-mers will be used to identify the putative reads in the next step.

*Step 2: read selection*. In this step hashing is still used to build function *check*:{A,C,G,T}_k_ →{*0,1*}, which for each k-mer returns *1* if it is a selected k-mer otherwise *0*. Then, the function *check* is applied on all the k-mers of a read so that a read is selected as putative one if it contains more than *N* k-mers for which *check* function returns 1.

*Step 3: read counting*. The derived set of putative reads are hence aligned w.r.t the sequences. For each read, its best alignment with respect to all the sequences is identified and used to generate the sequence counting table. In the CircHunter tool suite, the *HashCirc module*, is composed of two C++ applications for each step of the data processing:

The first step takes as input a set of sample reads, the set of sequences and the threshold *N,* and returns the corresponding set of putative reads which contain at least N k-mer shared with the set of sequences. The k-mers generated by the sequences are stored in RAM exploring an ad-hoc C++ hash table class implementation to optimize the trade-off between the memory utilization and the execution time.

The second step takes as input the set of putative reads for each sample, it counts the frequency of a set of reference sequences (i.e. pre-defined BS sequences). For this step, the Smith-Waterman algorithm provided by SIMD Smith-Waterman C++ library is used.

To perform the *HashCirc* analysis, sequences of 70 bp representing the hypothetical circRNA BS junctions were extracted from the circRNA predictions using *CircHunter*. Two set of genomic coordinates spanning +35/−35 bp from the junction point respectively were generated using this algorithm and circRNAs shorter than 70 bp were splitted in two halves used for the junction reconstruction. The efficiency of *HashCirc* in circRNA quantification was evaluated by Pearson correlation analysis between the number of reads counted by *HashCirc* with the reads reported by CIRI. ENCODE MCF-7 RNA-Seq experiments were also considered for analysis of the algorithm sensitivity in circRNA detection. For this analysis data from Poly(A)+ (GSM767851), Poly(A)- (GSM765388), and total RNA-Seq datasets (GSM2072571, GSM2072572) were analyzed by setting the k-mer length (*k*) to 26, the minimum number of matched k-mer (*N*) to 21, and the minimum number of matches (*M*) equal 40. A set of 75-bp simulated paired-end reads from [50] was considered as circRNA negative set since it was generated from linear mRNA annotations. A ratio between the reads counted by HashCirc in the PolyA- and the simulated read datasets was computed to evaluate the rate of false positive count. The results of these testing analyses are reported in Supplementary Data 1.

To make easy the use of this new pipeline a Graphical User Interface (GUI) based on Java Swing Class was developed too. Moreover, the pipeline was integrated into a Docker container to facilitate its distribution and installation. It can be downloaded at https://github.com/carlo-deintinis/circhunter

### Public RNA-Seq analysis

The public RNA-Seq experiments were analyzed by reads alignment against Gencode v19 annotations and Hg19 genome using Tophat v. 2.0.0 in default settings. Read count was performed using the featureCount algorithm v.1.5.0-p1 [51] and read count table normalized using DESeq2 v.1.14.1 R package. Normalized read counts were then converted in Fragment Per Kilobase exon per Million mapped reads (FPKM) considering the length of the longest isoform and the million number of read counted by featureCount.

### circRNAs host genes genomic characterization

The *Control gene set* was defined by selecting genes lacking circRNA predictions considering the union between circBase [25], circRNADb [26] annotations and circRNAs predicted in this study. To select control genes expressed in MCF-7, a public Poly(A)+ MCF-7 RNA-Seq experiment performed in full medium (GSE48213, [52]) was re-analyzed and genes with a FPKM > 1 were considered as expressed. Using these criteria 5,583 control genes were selected. The not significant difference between host and control genes expression was confirmed by Wilcoxon Rank-Sum test (*p*-value = 0.796). Another control set was defined by selecting a subset of control genes paired with circRNA host genes by considering the first intron length. Specifically, a python script was designed to pair each circRNA host gene with a randomly selected control gene with similar intron length. The pairing was performed 1,000 times. This control set was called *Control-I*. The *Random gene set* was composed by 1,000 sets of 1,761 genes randomly selected from Gencode v19 annotations.

Enrichment analysis of circRNA host gene and the Control gene set was performed using Enrichr web tools [53]. The comparison of gene/transcript length, the number of exons and isoforms between circRNA host genes and control set was performed using the Ensembl annotations. Data of the main gene isoforms (reported with suffix “001” by Ensembl) were used in this analysis. Analysis of candidate circRNA intronic retention events was performed by considering reads paired with each BS spanning read. The genomic coordinates of these reads were retrieved from BWA alignment outputs using BS read identifiers provided by CIRI. Then, the reads genomic coordinates were mapped against Ensembl exon genomic coordinates. Only perfectly matched reads were considered for this analysis.

Alu annotations were downloaded from UCSC using the RepeatMasker track and their coordinates were overlapped with an intronic region of 500 bp flanking the circRNA BS junctions as previously performed [6].

### Analysis of the epigenetic status of circRNA genomic regions

The epigenetic status at the genomic region involved in the BS events was evaluated by overlapping the BS genomic coordinates with 15 chromatin states defined for the MCF-7 epigenome in full medium culture condition [31]. Data of ChIP-Seq experiment against H3K27ac (GSM1383859), H3K36me3 (GSM970217), H3K4me3 (GSM1383862) and RNAPII (GSM1276019) were also analyzed to measure the ChIP-Seq genomic signal profile around 5ʹ or 3ʹ BS sites. Specifically, ChIP-Seq reads were aligned against hg19 human genome using Bowtie2 in default settings. The genomic signal profile was then computed using seqMINER algorithm v1.3 [54] considering a genomic region of +/− 1 kbp centered on the BS sites. The genomic signal normalization was then normalized using *NormChIP* algorithm [31]. The number of H3K36me3 read covering the first five exons of circRNA host genes, the control set, or the control-I set were counted using the *coverageBed* function of bedtools.

### Ago-HITS CLIP data analysis and MRE prediction

Raw Ago-HITS-CLIP data and Ago-HITS-CLIP peaks were retrieved from GSE57855. The raw sequencing reads were aligned using Bowtie2 algorithm in default settings and reads aligned within a genomic region of +/− 1 kbp centered on circRNA BS sites were counted. As control the corresponding splicing sites of exon 2 and exon 3 from genes were analyzed.

MRE prediction was performed on the reconstructed sequence of exonic circRNAs composed of one two, or three exons. MRE prediction was performed using the Miranda algorithm [55] in default settings and considering mirBase v20 annotations. Overlap with circRNA exons and Ago-HITS-CLIP was performed using *coverageBed* function of bedtools. To analyze miRNAs expressed in MCF-7 cells, processed data from small RNA-Seq experiments from GSE78168 were considered. Only miRNAs associated with an average Read Per Million Mapped reads (RPPM) > than 100 in E2 untreated cells were considered.

*HashCirc* was applied on Ago-HITS-CLIP to identify Ago-RNA binding generated by BS events. Given the smaller length of Ago-HITS-CLIP reads the algorithm was applied with settings k = 21, N = 17, and M = 30. Read count normalization was performed using DESeq2 algorithm. MRE prediction was performed on the reconstructed BS sequence of circRNA subset associated with an Ago-HITS-CLIP signal as defined by *HashCirc* analysis. Different control sets were defined for this analysis: 1) 100 sets of 3,271 sequences generated by randomly permuting the 3,271 CM7 BS sequences; 2) 100 sets of sequences generated by randomly selecting and permuting 127 CM7 BS sequences; 3) 100 sets generated by randomly permuting the 127 BS sequences overlapped with the Ago-HITS-CLIP datasets; 4) 100 set of sequences generated by randomly shuffling the 3,271 CM7 BS sequences.

Considering the CM7 BS sequences overlapped with more than six averaged read of the Ago-HITS-CLIP, the overlap with the splicing junction of the linear mRNA sequences was evaluated. The overlap was performed by selecting the splicing junction sequence in between of the exons involved in the circularization and also by considering the junction formed between the circularizing exons and the external 5ʹ and 3ʹ flanking exons. Direct sequence alignment between Ago-HITS-CLIP reads and the splicing junctions was performed using Bowtie2 algorithm with *local* option. The read coverage was computed using Samtools *pileup* function.

### CircRNA expression analysis in public total RNA-Seq experiments

The analysis of circRNA expression in five BC cell lines and one non-tumorigenic cell line was performed considering total RNA-Seq experiments from GSE52643. The reads aligned against the circRNA BS junction were counted using *HashCirc* with settings k = 21, N = 17, and M = 30. For the analysis of circRNA expression in primary tumor tissues (GSE52194), total RNA-Seq data of 20 BC samples and 3 NBO were analyzed with *HashCirc* with settings k = 22, N = 18, and M = 33. The different settings were selected based on the different length of the RNA-Seq reads analyzed.

The read count normalization and the differential expression analysis were performed using DESeq2. The analysis on cell lines data was performed between ER+ (MCF-7, T47-D, ZR-75.1) and ER- (BT-474, MDA-MB-231, MCF-10A) cell lines. The analysis of circRNA expression in tumor tissues was performed by comparing ER+ tumors against NBO, HER2+ amplified tumors, or Triple Negative (TN) tumors. A circRNA was considered significantly Differentially Expressed (DE) if associated with a *p*-value < 0.05.

Radar plot representation of candidate circRNAs expression in tumor tissues was performed using the *fmsb* R package.

Detailed material and methods are reported in Supplementary Material and Methods section.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Luminal breast cancer-specific circular RNAs uncovered by a novel tool for data analysis
**Source:** Oncotarget. 2018 Feb 19;9(18):14580–96. doi: 10.18632/oncotarget.24522
**Supplement:** Supplementary file 1

Luminal breast cancer-specific circular RNAs uncovered by a novel tool for data analysis

SUPPLEMENTARY MATERIALS

Cell culture

MCF-7, MDA-MB-231, MDA-MB-453 and SK-BR-3 cells were routinely grown in DMEM (Thermo Fisher Scientific, 31053-028); T-47D, T-47D-sfRON and ZR-75-1 cells were grown in RPMI (Thermo Fisher Scientific, 31870-025), HTERT-HME1 and MCF-10A cells were grown in DMEM/F12 (Thermo Fisher Scientific, 21041-025). All media were supplemented with 10% heat-inactivated FBS (Biocrom, S0115-1), 2 mM GlutaMax (ThermoFisher, 35050061), 50 U/ml penicillin and 50 µg/ml streptomycin (Thermo Fisher Scientific, 15140-122), only in DMEM/F12 was added 1x mammary epithelial growth supplement (containing bovine pituitary extract, bovine insulin, hydrocortisone, cholera toxin and recombinant human epidermal growth factor). Hormone-Deprived medium (HD) was obtained from phenol red-free DMEM (Thermo Fisher Scientific, 31053-028) supplemented with 5% charcoal-dextran-treated serum and 2 mM GlutaMax (ThermoFisher, 35050061). 17β-estradiol (E2) (Sigma, E2758-1G) was added at a final concentration of 10 nM. Batches of human cell lines were purchased from ATCC. Cell culture was performed at 37°C with 5% CO₂.

RNA isolation, RNase Enrichment and quantitative Real-time PCR (qRT-PCR)

RNA was isolated from MCF-7, MDA-MB-231, SK-BR-3, T-47D, T-47D-sfRON, ZR-75-1, HTERT-HME1, MDA-MB-453 and MCF-10 cells using the Trizol™ reagent (Thermo Fisher Scientific, 15596-026). Nuclear and cytoplasmic RNA fractions were obtained from MCF-7 cell pellets by lysis in 10 mM TRIS pH = 7.8, 140 mM NaCl, 1.5 mM MgCl₂, 10 mM EDTA, 0.5% NP40 and 0.3U RNase inhibitor (Thermo Fisher Scientific, AM2694) for 5 min on ice and centrifugation at 3,000× g for 3 min to obtain a cytosolic fraction and nuclear pellet, followed by Trizol™ extraction. Frozen BC tissues (previously collected and stored at – 80°C) were directly homogenized in Trizol™ to extract total RNA. All total RNA samples were subjected to DNase treatment to remove contaminating genomic DNA (DNA-free@ DNA removal kit, Thermo Fisher Scientific, AM1907). First strand cDNA synthesis was performed using the

SuperScript™ IV VILO™ reverse transcriptase kit (Thermo Fisher Scientific, 11756050). RNase R (Epicentre Biotechnologies) treatment (3U) was performed on total RNA (1 µg) at 20°C for 15 min. qRT-PCR analysis was performed using the SYBR-green method (iQ Taq Universal SYBR Green, Biorad, 1725124). Real-time PCR primers for human 18S (QT00199367), ERα (QT00044492), GREB1 (QT00080262), GUSBP1 (QT00085204) and Rel1 (QT01662647) RNAs were purchased from Qiagen (QuantiTect® Primer Assay). Custom expression-primer pairs are reported Supplementary Table 8.

Sanger sequencing

The PCR products were subjected to electrophoresis in 0.8% agarose gel. The fragments were purified and quantified. The Sanger sequencing of PCR products was performed by Bio-Fab research s.r.l. (Rome, Italy) and reported in Supplementary Data 1.

Chromatin immunoprecipitation assay (ChIP)

MCF-7 cells were grown in serum enriched medium (Full medium). ChIP experiments were performed as followed: cells were cross-linked by addition of formaldehyde (formaldehyde 37% stock solution used at 1% final concentration) and incubated 10 minutes at 37°C. Cross-linking was stopped by addition of glycine solution to a final concentration of 0,125M for 5 minutes on a shaker at room temperature. Cross-linked cells were then washed twice with ice-cold PBS supplemented with complete protease inhibitors cocktail and collect by scraping. Cell pellets were subjected to lysis on ice for 10 min with Lysis Buffer 1 (5 mM Pipes pH 8,85 mM KCl, 0.5% NP40) supplemented with complete protease inhibitors cocktail. Subsequently, nuclei pellets, obtained by a 5 minutes spin cycle at 4°C (4000 rpm) were exposed once again to 10 minutes lysis in Lysis Buffer 2 (1%SDS, 5 mM EDTA, 50 mM Tris-HCl (pH 8.1) supplemented with complete protease inhibitors cocktail. total extracted chromatin was sonicated to an average size of 200-500 bp. The desired fragments size was checked on 1,2% agarose gel and quantified, in order to use 30 µg of chromatin per IP. Chromatin extracts were diluted with IP-buffer (1% Triton X-100, 2mM EDTA, 20mM Tris-HCl

of pH 8.1, 150 mM NaCl. Supplemented with protease inhibitors before using) and incubated overnight with the specific antibody or IgG at 4°C on a rotating platform. Upon 2 hours of Protein A sepharose beads incubation, samples were washed sequentially for 5 minutes, on a rotating platform with 1 mL of three different Washing Buffer (Wash buffer 1: 0.1% SDS, 1% Triton x100, 2mM EDTA, 20mM Tris-Hcl of Ph 8, 150 mM NaCl; Washing Buffer 2: 0.1% SDS, 1% Triton x100, 2mM EDTA, 20mM Tris-Hcl of Ph 8, 500 mM NaCl; washing Buffer 3: 0.25 M LiCl, 1% NP40, Na DOC, 1mM EDTA, Tris HCl pH 8) and twice with TE buffer (10mM tris-HCl pH8, 1mM EDTA). After complexes elution at RT with 1% SDS elution buffer (1%SDS, 0.1 M NAHCO₃), DNA fragments were de-crosslinked at 65°C overnight with NaCl 5M and by 1 hour of proteinase K treatment (Life technologies, AM2546). DNA purification was achieved with Phenol:Chloroform:IAA (25:24:1) according to the manufacture instructions (Life Technologies, AM9730). qRT-PCR was carried out on ChIP-enriched DNA using SYBR Green Master Mix (iTaQ Univers SYBR Green, Biorad, 1725124). ChIP enrichment was normalized on input samples (1% of total chromatin used per IP) and expressed as enrichment of specific binding over the control nonspecific IgG binding. In this assay was used an antibody against H3K36me3 (Active Motif, cat. 61101, lot. 32412003) and Normal Rabbit IgG (Millipore, cat. 12-370). Custom ChIP-primer pairs are reported in Supplementary Table 8.

Small interfering RNA (siRNA)

MCF-7 cells were transfected with siRNAs (20nM final concentration) using Lipofectamine 2000 (Thermo Fisher Scientific, 11668 -019), according to the manufacture protocol. After transfection MCF-7 cells were grown in HD for two days before being harvested. Stealth RNAi from Thermo Fisher Scientific were used to target ER α mRNA (ESR1HSS103376, ESR1HSS103377, ESR1HSS176619). Stealth RNAi™ siRNA Negative Control Med GC was used as a control (siCTR; Thermo Fisher Scientific, 12935–300) Any experiment was carried out at least 48 hours after siRNA transfection to achieve a remarkable efficiency of RNA interference.

Starting RNA-seq datasets and initial prediction of circRNAs in MCF-7

The starting RNA-seq datasets were obtained from libraries generated with the TruSeq stranded library preparation kit (Illumina) using as input material RNA depleted of both poly(A+) and ribosomal RNAs fractions. Each library was analyzed with the DNA 1000 chip (Agilent) using Agilent 2100 Bioanalyzer and quantified using the Qubit DNA HS kit (Life technologies). Pool of 12 libraries (pooled at equimolar concentration) was generated, quantified and run on the HiSeq2000 (Illumina) sequencer in 50 nts paired-end sequencing mode following

manufacturer instruction. A total of 12 datasets, with an average depth from 30.7 to 116.1 million paired-end reads, were obtained, composed of triplicates of four MCF-7 culture conditions: i) hormone-deprived (HD) media ii) HD+ 17 β -estradiol (6h) iii) medium added of FBS 10% iv) double-stranded RNA complementary to ESR1 mRNA (siRNA) (48h). Raw data are deposited at GSE101410.

CIRI v. 1.2 [1] circRNA prediction analysis was performed aligning RNA-Seq reads with BWA v. 0.6.1 [2] with option *bwasw* and *-T = 15*. Gencode v19 was used as reference transcriptome dataset while hg19 as human reference genome assembly. Read alignment files were used as input for CIRI algorithm applied in default settings with *-P* and *-low* options.

CircRNA prediction with CIRCexplorer v. 1.0.6 was performed following the pipeline proposed in [3]. RNA-Seq reads were aligned using Tophat v. 2.0.0 [4] with options *-bowtie1*, *-a = 6*, *-m = 2* *-microexon-search* *-no-novel-juncs*. Unmapped reads were analysed with Tophat-Fusion with options *-fusion-search* *-keep-fastq-order* *-bowtie1* *-no-coverage-search*. The CIRCexplorer algorithm was used in default settings on the output of Tophat-Fusion.

CircRNA prediction analysis with find_circ v. 1.2 [5] as performed by aligning reads using Bowtie v. 2.0 [6] with options *-very-sensitive* *-phred33* *-mm* *-D = 20* *-score-min = C,-15,0*. Unmapped reads were used as input for the find_circ pipeline following the procedure proposed in [5].

For each analysis, the number of BS reads reported by each algorithm was normalized using DESeq2 v.1.14.1 R package [7].

On each set of circRNA predicted by the three algorithms, the circRNAs predicted in at least two out of the three biological replicates in each culture condition and associated with an average number of BS supporting read > 2 were selected. Using this threshold 3,271, 1,811, and 2,797 circRNAs were predicted with CIRI, find_circ and CIRCexplorer, respectively.

The circRNA genomic coordinates were used to compare the predictions of the three algorithms and the annotations of CircBase [8] (release Dec 15th, 2015) and circRNADB v. 1.0.0 [9]. The comparison was performed by considering the circRNAs genomic coordinates.

Representation of the genomic regions involved in the BS events was performed using the Washu EpiGenome Browser v42 [10].

CIRI algorithm was applied with the same settings to predict circRNA from public RNA-Seq experiments from ENCODE projects performed using total RNA (GSM2072571, GSM2072572), poly(A)+ (GSM767851), and poly(A)- (GSM765388) RNA selection protocols. CIRI was applied with same settings used on our RNA-Seq datasets and only circRNAs identified in both the biological replicates of the experiments were considered for the analysis.

CircHunter is a new tool designed for the post-discovery analysis of circRNA predictions. CircHunter is composed by three modules (i) circRNA classification,

(ii) BS sequence reconstruction, and (iii) BS sequence quantification in deep sequencing datasets.

In the circRNA classification module the algorithm considers the annotation from a reference transcriptome, which in our analysis was Ensembl v85. Initially, genomic coordinates of each Ensembl exon are overlapped against circRNA genomic coordinates using bedtools [11] *intersect* function. Then, the genomic coordinates of each exon annotation are tested for the overlap against circRNA BS site position. Each overlap is classified based on the number and the position of the BS within the transcript annotations. Each circRNA/transcript overlap is classified to five possible criteria (Supplementary Figure 1B):

multiexonic, when two exons are mapped to each splice site of the circRNA;

monoexonic, when a single exon spans the entire region involved in the circularization;

putative exonic, when there is no precise match between the circRNA BS sites and the exon boundaries but BS sites is mapped within exon genomic coordinates;

intronic; when at least one intron is mapped to a circRNA BS site;

intergenic; when at least one circRNA BS sites exceeds the boundaries of the associated gene.

This analysis provides a transcript-level classification of circRNA-overlapping transcript. Then, a single circRNA can be associated with multiple classifications when overlapped on multiple transcripts. To obtain the univocal classification of each circRNA, the main isoform of the circRNA host genes is considered by selecting the Ensembl transcript identified with the suffix “001”. If none main isoform is overlapped with a circRNA, the other isoforms are evaluated following the order provided by Ensembl.

The circRNA nomenclature applied in this work was based on the isoform considered for the univocal classification. Specifically, each circRNA name was composed by the prefix “Circ” followed by the host gene symbol and ended with the rank of 5’ and 3’ exons involved in the circularization. Intergenic circRNAs were named based reporting their genomic coordinates while intronic circRNAs were distinct by the “I” suffix. The univocal classification was considered in the analysis of the number and rank of the exons involved in the BS event.

The circRNA BS sequence reconstruction module applied a python script which select two set of genomic coordinates starting from the BS sites and involving a portion of BS exon selected by the user (default length is 35 bp). An R script is then applied to convert the genomic coordinates in R *GRanges* objects. Then, the BS sequence is reconstructed using the function *getSeq* and *xscat*. These functions were applied respectively to extract and to concatenate properly the two sequences composing the BS junction.

The BS sequence quantification in deep sequencing datasets module is performed by *HashCirc*. *HashCirc* is

organized on three steps: in the first and second steps an alignment-free prediction method is exploited to identify the set of putative sequencing reads mapped on the sequences of interest; while in the third step the selected putative reads are aligned against the sequences of interest (i.e. circRNA BS junction sequences) to generate the corresponding *counting table* (i.e. the counting of the number of reads aligned with each sequence).

Step 1: Significant k-mer generation. In this step, the entire set of sequences is scanned and a set of substrings with length k , namely k-mers, is generated using a *sliding window* approach.

For instance, given a string *ATCCCGTC* the following k-mers with length three are generated: *ATC*, *TCC*, *CCC*, *CCG*, *CGT* and *GTC*.

Then, a hashing is exploited to build the function *isPresent*: $\{A,C,G,T\}_k \rightarrow [0,1]$ which, for each k-mer, returns one if it appears in any sequence otherwise 0.

A k-mer α is considered significant and therefore selected if *isPresent*(α)=1. These selected k-mers will be used to identify the putative reads in the next step.

Step 2: read selection. In this step hashing is still used to build function *check*: $\{A,C,G,T\}_k \rightarrow \{0,1\}$, which for each k-mer returns 1 if it is a selected k-mer otherwise 0. Then, the function *check* is applied on all the k-mers of a read so that a read is selected as putative one if it contains more than N k-mers for which *check* function returns 1.

Step 3: read counting. The derived set of putative reads are hence aligned w.r.t the sequences. For each read, its best alignment with respect to all the sequences is identified and used to generate the sequence counting table. In the *CircHunter* tool suite, the *HashCirc module*, is composed of two C++ applications for each step of the data processing:

The first step takes as input a set of sample reads, the set of sequences and the threshold N , and returns the corresponding set of putative reads which contain at least N k-mer shared with the set of sequences. The k-mers generated by the sequences are stored in RAM exploring an ad-hoc C++ hash table class implementation to optimize the trade-off between the memory utilization and the execution time.

The second step takes as input the set of putative reads for each sample, it counts the frequency of a set of reference sequences (i.e. pre-defined BS sequences). For this step, the Smith-Waterman algorithm provided by SIMD Smith-Waterman C++ library is used.

To perform the *HashCirc* analysis, sequences of 70 bp representing the hypothetical circRNA BS junctions were extracted from the circRNA predictions using *CircHunter*. Two set of genomic coordinates spanning +35/-35 bp from the junction point respectively were generated using this algorithm and circRNAs shorter than 70 bp were splitted in two halves used for the junction

reconstruction. The efficiency of *HashCirc* in circRNA quantification was evaluated by Pearson correlation analysis between the number of reads counted by *HashCirc* with the reads reported by CIRI. ENCODE MCF-7 RNA-Seq experiments were also considered for analysis of the algorithm sensitivity in circRNA detection. For this analysis data from Poly(A)⁺ (GSM767851), Poly(A)⁻ (GSM765388), and total RNA-Seq datasets (GSM2072571, GSM2072572) were analyzed by setting the k-mer length (*k*) to 26, the minimum number of matched k-mer (*N*) to 21, and the minimum number of matches (*M*) equal 40. A set of 75-bp simulated paired-end reads from [12] was considered as circRNA negative set since it was generated from linear mRNA annotations. A ratio between the reads counted by HashCirc in the PolyA- and the simulated read datasets was computed to evaluate the rate of false positive count. The results of these testing analyses are reported in Supplementary Data 1.

To make easy the use of this new pipeline a Graphical User Interface (GUI) based on Java Swing Class was developed too. Moreover, the pipeline was integrated into a Docker container to facilitate its distribution and installation. It can be downloaded at <https://github.com/carlo-deintinis/circhunter>

Public RNA-seq analysis

The public RNA-Seq experiments were analyzed by reads alignment against Gencode v19 annotations and Hg19 genome using Tophat v. 2.0.0 in default settings. Read count was performed using the featureCount algorithm v.1.5.0-p1 [13] and read count table normalized using DESeq2 v.1.14.1 R package. Normalized read counts were then converted in Fragment Per Kilobase exon per Million mapped reads (FPKM) considering the length of the longest isoform and the million number of read counted by featureCount.

circRNAs host genes genomic characterization

The genomic features of 1,761 circRNA host genes were compared against selected control gene set (*Control gene set*) and 1,000 random gene sets (*Random gene set*). Specifically, the Control gene set was defined by selecting genes lacking circRNA predictions considering the union between circBase, circRNADb annotations and circRNAs predicted in this study. To select control genes expressed in MCF-7, a public Poly(A)⁺ MCF-7 RNA-Seq experiment performed in full medium (GSE48213, [14]) was re-analyzed and genes associated with a FPKM greater than 1 was considered as expressed. Using these two criteria 5,583 genes were selected as control. The lack of significant difference between host and control genes expression level was confirmed by Wilcoxon Rank-Sum test (*p*-value = 0.7957). A Random gene set was composed by 1,000 sets of 1,761 genes randomly selected from Gencode v19 annotations.

Function enrichment analysis of circRNA host gene and the Control gene set was performed using Enrichr

web tools [15]. The comparison of gene/transcript length, the number of exons and isoforms between circRNA host genes and control set was performed using the Ensembl annotations. Data of the main gene isoforms (reported with suffix “001” by Ensembl) were used in this analysis.

Analysis of candidate circRNA intronic retention events was performed by considering reads paired with each BS spanning read. The genomic coordinates of these reads were retrieved from BWA alignment outputs using BS read identifiers provided by CIRI. Then, the reads genomic coordinates were mapped against Ensembl exon genomic coordinates. Only perfectly matched reads were considered for this analysis.

Analysis of Alu element annotated in the intronic regions flanking the circRNA BS exons was performed by considering the Alu annotations downloaded from UCSC using the RepeatMasker track and by overlapping their coordinates with an intronic region of 500 bp flanking the circRNA BS junctions as previously performed [16].

Analysis of the epigenetic status of circRNA genomic regions

The epigenetic status at the genomic region involved in the BS events was evaluated by overlapping the BS genomic coordinates with 15 chromatin states defined for the MCF-7 epigenome in full medium culture condition [17]. Data of ChIP-Seq experiment against H3K27ac (GSM1383859), H3K36me3 (GSM970217), H3K4me3 (GSM1383862) and RNAPII (GSM1276019) were also analyzed to measure the ChIP-Seq genomic signal profile around 5' or 3' BS sites. Specifically, ChIP-Seq reads were aligned against hg19 human genome using Bowtie2 in default settings. The genomic signal profile was then computed using seqMINER algorithm v1.3 [18] considering a genomic region of +/- 1 kbp centered on the BS sites. The genomic signal normalization was then normalized using *NormChIP* algorithm [17]. The number of H3K36me3 read covering the first five exons of circRNA host genes or the control set were counted using the *coverageBed* function of bedtools.

Ago-HITS CLIP data analysis and MRE prediction

Raw Ago-HITS-CLIP data and Ago-HITS-CLIP peaks were retrieved from GSE57855. The raw sequencing reads were aligned using Bowtie2 algorithm in default settings and reads aligned within a genomic region of +/- 1 kbp centered on circRNA BS sites were counted. As control the corresponding splicing sites of exon 2 and exon 3 from genes were analyzed.

MRE prediction was performed on the reconstructed sequence of exonic circRNAs composed of one two, or three exons. MRE prediction was performed using the Miranda algorithm [19] in default settings and considering mirBase v20 annotations. Overlap with circRNA exons and Ago-HITS-CLIP was performed using coverageBed

function of bedtools. To analyze miRNAs expressed in MCF-7 cells, processed data from small RNA-Seq experiments from GSE78168 were considered. Only miRNAs associated with an average Read Per Million Mapped reads (RPPM) > than 100 in E2 untreated cells were considered.

HashCirc was applied on Ago-HITS-CLIP to identify Ago-RNA binding generated by BS events. Given the smaller length of Ago-HITS-CLIP reads the algorithm was applied with settings $k = 21$, $N = 17$, and $M = 30$. Read count normalization was performed using DESeq2 algorithm. MRE prediction was performed on the reconstructed BS sequence of circRNA subset associated with an Ago-HITS-CLIP signal as defined by HashCirc analysis. Different control sets were defined for this analysis: 1) 100 sets of 3,271 sequences generated by randomly permuting the 3,271 CM7 BS sequences; 2) 100 sets of sequences generated by randomly selecting and permuting 127 CM7 BS sequences; 3) 100 sets generated by randomly permuting the 127 BS sequences overlapped with the Ago-HITS-CLIP datasets; 4) 100 set of sequences generated by randomly shuffling the 3,271 CM7 BS sequences.

Considering the CM7 BS sequences associated with more than six averaged Ago-HITS-CLIP reads, the overlap with the splicing junction of the linear mRNA sequences was evaluated. The overlap was performed by selecting the splicing junction sequence in between of the exons involved in the circularization and also by considering the junction formed between the circularizing exons and the upstream and downstream exons. Direct sequence alignment between Ago-HITS-CLIP reads and the splicing junctions was performed using Bowtie2 algorithm with local option. The read coverage was computed using Samtools pileup function.

CircRNA expression analysis in public total RNA-Seq experiments

The analysis of circRNA expression in five BC cell lines and one non-tumorigenic cell line was performed considering total RNA-Seq experiments from GSE52643. The reads aligned against the circRNA BS junction were counted using *HashCirc* with settings $k = 21$, $N = 17$, and $M = 30$. For the analysis of circRNA expression in primary tumor tissues (GSE52194), total RNA-Seq data of 20 BC tumors and 3 NBO were analyzed with *HashCirc* with settings $k = 22$, $N = 18$, and $M = 33$. The different settings were selected based on the different length of the RNA-Seq reads analyzed.

The read count normalization and the DE analysis were performed using DESeq2. The DE analysis on cell lines data was performed between ER+ (MCF-7, T47-D, ZR-75.1) and ER- (BT-474, MDA-MB-231, MCF-10A) cell lines. The DE analysis of circRNA expression in tumor tissues was performed by comparing ER+ tumors against NBO, HER2+ amplified tumors, or Triple Negative (TN) tumors. A circRNA was considered significantly DE if associated with a p -value lower than 0.05.

Radar plot representation of candidate circRNAs expression in tumor tissues was performed using the *fmsb* R package.

REFERENCES

1. Gao Y, Wang J, Zhao F. CIRI: an efficient and unbiased algorithm for de novo circular RNA identification. *Genome Biol.* 2015; 16:4.
2. Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics.* 2009; 25: 1754–60.
3. Zhang X-O, Wang H-B, Zhang Y, Lu X, Chen L-L, Yang L. Complementary Sequence-Mediated Exon Circularization. *Cell.* Elsevier Inc.; 2014; 159:134–47.
4. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 2013; 14:R36.
5. Memczak S, Jens M, Elefsinioti A, Torti F, Krueger J, Rybak A, Maier L, Mackowiak SD, Gregersen LH, Munschauer M, Loewer A, Ziebold U, Landthaler M, et al. Circular RNAs are a large class of animal RNAs with regulatory potency. *Nature.* 2013; 495:333–8.
6. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods.* 2012; 9:357–9.
7. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014; 15: 550.
8. Glažar P, Papavasileiou P, Rajewsky N. circBase: a database for circular RNAs. *RNA.* 2014; 20:1666–70.
9. Chen X, Han P, Zhou T, Guo X, Song X, Li Y. circRNADb: A comprehensive database for human circular RNAs with protein-coding annotations. *Sci Rep.* 2016; 6:34985.
10. Zhou X, Wang T. Using the Wash U Epigenome Browser to examine genome-wide sequencing data. *Curr Protoc Bioinforma.* 2012; Chapter 10:Unit10.10.
11. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics.* 2010; 26:841–2.
12. Carrara M, Beccuti M, Lazzarato F, Cavallo F, Cordero F, Donatelli S, Calogero RA. State-of-the-art fusion-finder algorithms sensitivity and specificity. *Biomed Res Int.* 2013; 2013:340620.
13. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics.* 2014; 30:923–30.
14. Daemen A, Griffith OL, Heiser LM, Wang NJ, Enache OM, Sanborn Z, Pepin F, Durinck S, Korkola JE, Griffith M, Hur JS, Huh N, Chung J, et al. Modeling precision treatment of breast cancer. *Genome Biol.* 2013; 14:R110.
15. Kuleshov M V, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A, McDermott MG, Monteiro CD, Gundersen GW, et al. Enrichr: a comprehensive gene set enrichment

- analysis web server 2016 update. *Nucleic Acids Res.* 2016; 44:W90–7.
16. Jeck WR, Sorrentino JA, Wang K, Slevin MK, Burd CE, Liu J, Marzluff WF, Sharpless NE. Circular RNAs are abundant, conserved, and associated with ALU repeats. *RNA.* 2013; 19: 141–57.
  17. Ferrero G, Miano V, Beccuti M, Balbo G, De Bortoli M, Cordero F. Dissecting the genomic activity of a transcriptional regulator by the integrative analysis of omics data. *Sci Rep.* 2017; 7:8564.
  18. Ye T, Krebs AR, Choukrallah MA, Keime C, Plewniak F, Davidson I, Tora L. seqMINER: An integrated ChIP-seq data interpretation platform. *Nucleic Acids Res.* 2011; 39:e35.
  19. Enright AJ, John B, Gaul U, Tuschl T, Sander C, Marks DS. MicroRNA targets in *Drosophila*. *Genome Biol.* 2003; 5:R1.

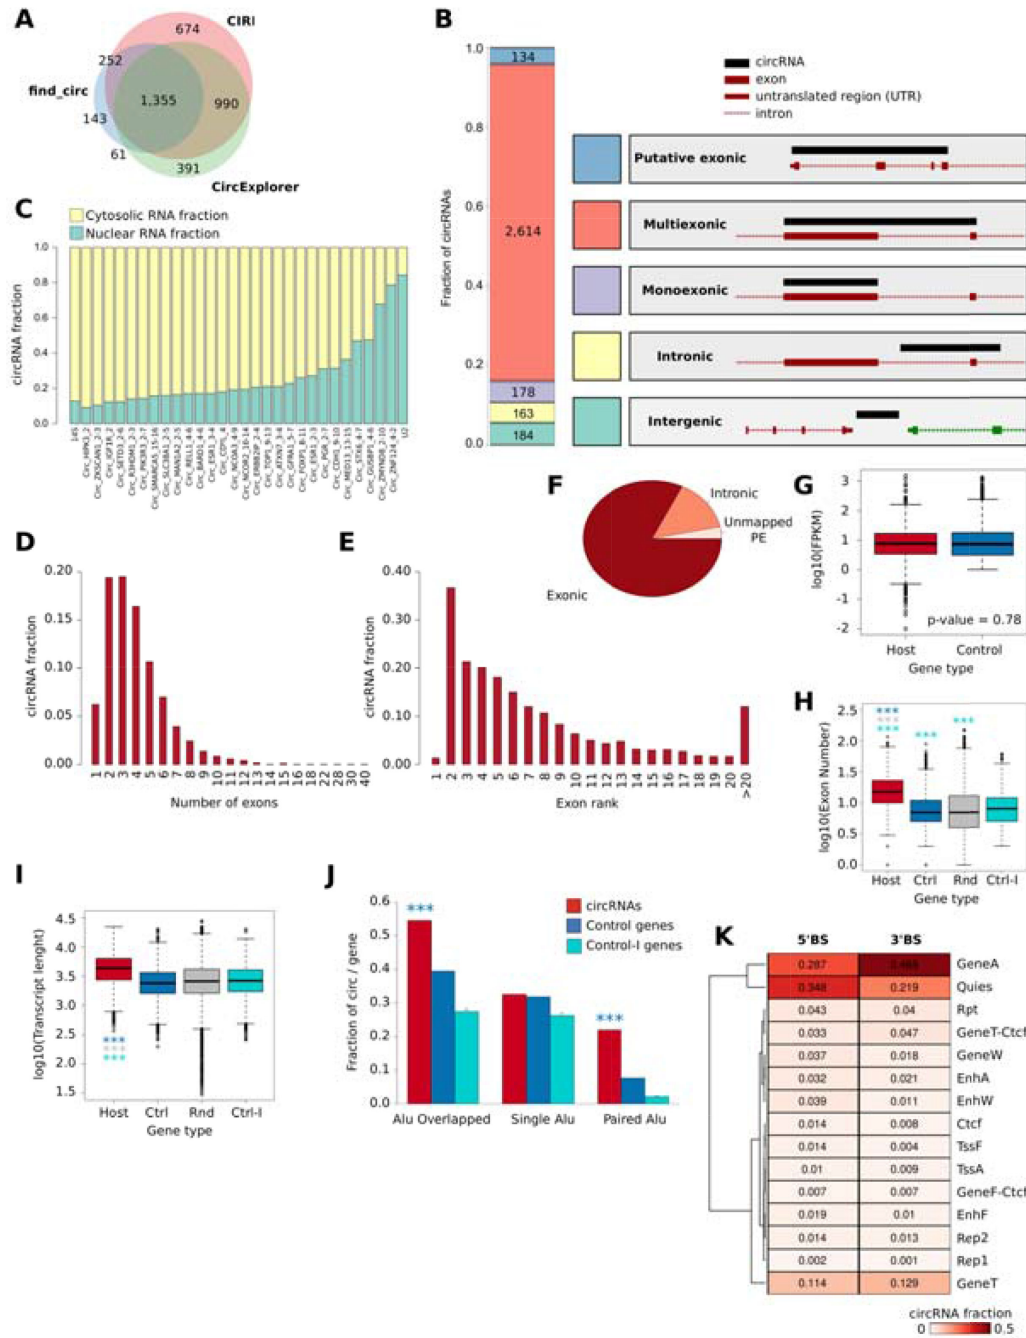

Supplementary Figure 1: (A) Venn diagram shows the overlap between circRNAs predicted by three different algorithms, CIRC (pink), find_circ (blue), and CircExplorer (green). (B) Bar plot shows the circRNAs classification based on their genomic position. (C) Bar plot represent the cellular distribution of a 28 circRNA as measured by qRT-PCR on nuclear or cytosolic MCF-7 RNA fraction. 14S and U2 are used as a cytoplasmic and nuclear controls respectively. The experiment was performed in triplicate. (D) Bar plot shows the fraction of circRNA characterized by a specific number of exons involved in circularization. (E) Bar plot represents the position of the exons forming BS events. (F) Pie chart shows the fraction of circRNAs in which the BS-paired reads was mapped inside an exon (dark red) in an intronic sequence (light red) or unmapped (pink). (G) Box plot shows the level of circRNA host (red) and control genes (blue) expression in MCF-7. Expression levels is reported as log₁₀ Fragment Per Kilobase exon per Million mapped reads (FPKM). P -value by Wilcoxon Rank-Sum Test. (H) Box plot representing the number of exons on host genes (red), control genes (Ctrl, blue), random genes (Rnd, grey), and control genes paired with host genes by the first intron length (Ctrl-I, cyan). P -value by Wilcoxon Rank-Sum test. *** = p -value < 0.001. (I) Box plot represents the length of the longest transcript annotated for the host genes (red), control genes (Ctrl, blue), random genes (Rnd, grey), and control genes paired with host genes by the first intron length (Ctrl-I, cyan). P -value by Wilcoxon Rank-Sum test. *** = p -value < 0.001. (J) Bar plot reports the fraction of host genes (red), control genes (Ctrl, blue) and control genes paired with host genes by the first intron length (Ctrl-I, cyan) associated with an Alu element annotated within introns flanking the circularizing exons. The result is reported also for the analysis performed considering only the single or paired Alu elements. P -value by Chi-square test. *** = p -value < 0.001. (K) Heat map represents the fraction of circRNA whose BS sites is overlapped with a specific chromatin states as defined in [17].

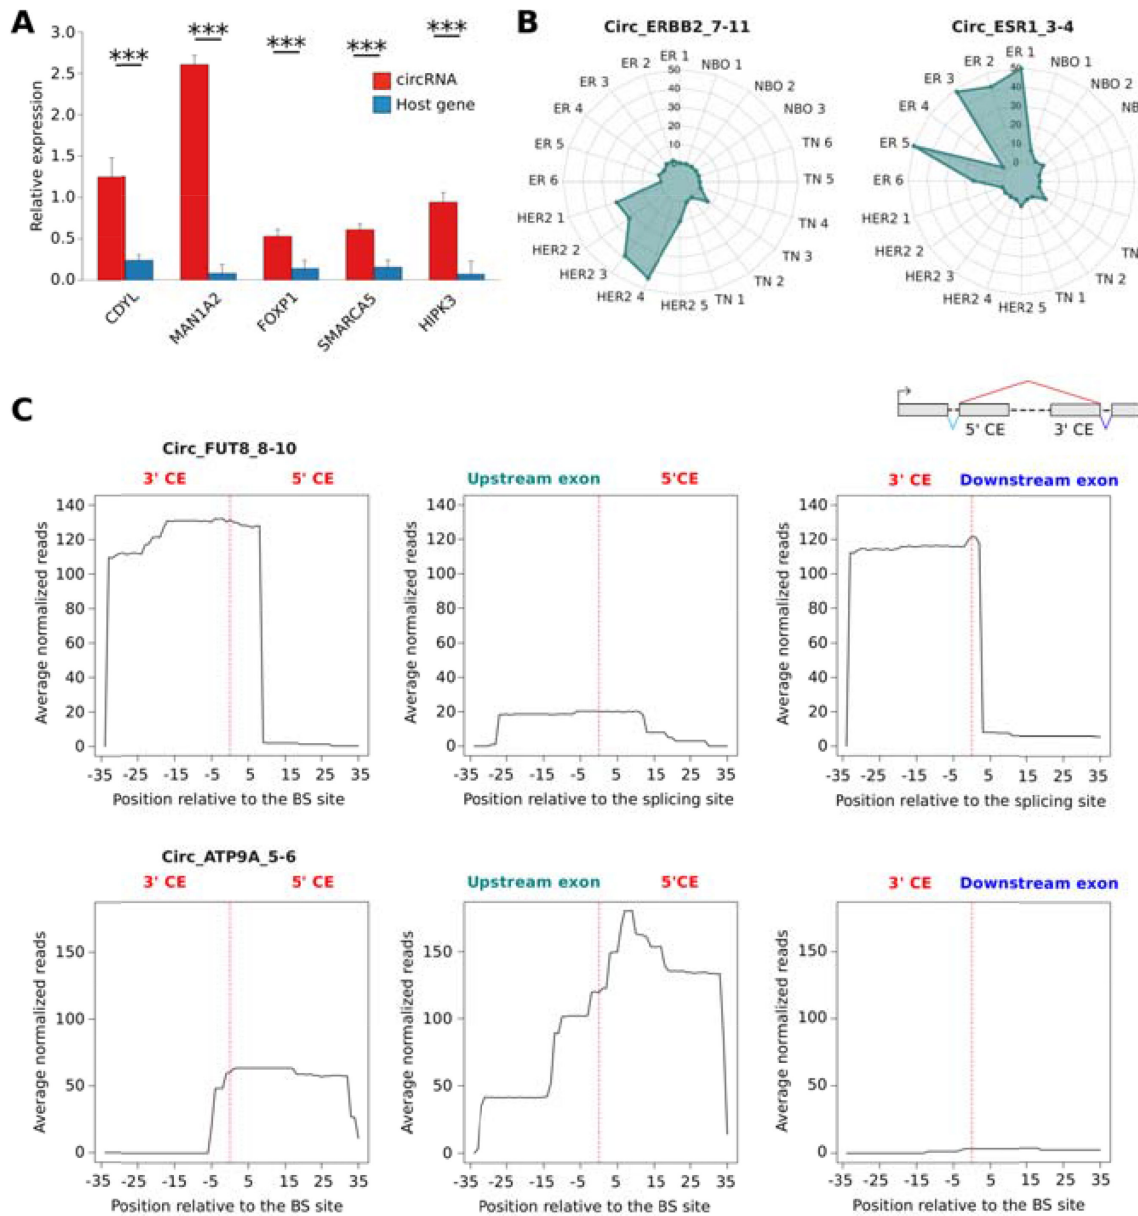

Supplementary Figure 2: (A) Bar plot shows the relative expression of circRNAs (red) and their corresponding host genes (blue) measured by qRT-PCR in MCF-7. Bars represent standard deviation from three independent biological replicates. P -value from Student t test. *** = p -value < 0.001. (B) Radar plot represents the number of BS reads counted by *HashCirc* in 20 total RNA-Seq datasets from primary tumors specimens for Circ_ERBB2_7-11 and Circ_ESR1_3-4 circRNAs. (C) Coverage plot representing the number of AGO-HITS CLIP reads covering the sequence of the BS (right), the upstream (center) and the downstream (left) junction by direct sequence to sequence alignment.

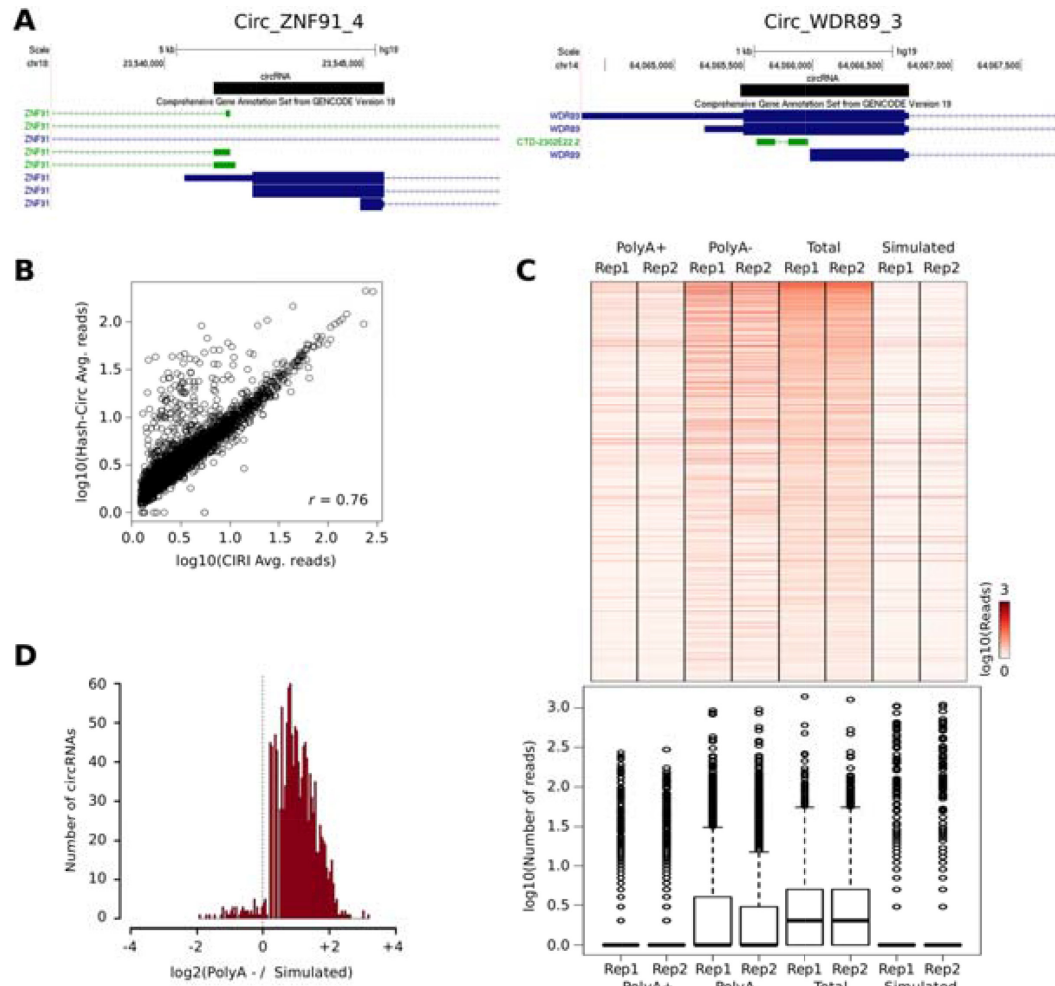

Supplementary Data 2: (A) Genome Browser representation of the genomic localization of two circRNAs classified as putative exon by *CircHunter*. (B) Scatter plot represents the $\log_{10}$ average number of BS supporting reads predicted by CIRI algorithm (x axis) and the $\log_{10}$ average number of BS supporting reads counted by *HashCirc* module of *CircHunter* (Y axis). (C) Heat map represents the number of BS supporting reads counted by *HashCirc* module of *CircHunter* in RNA-seq experiments performed in MCF-7 by ENCODE using three different RNA purification methods (poly(A)+, Poly(A)- and total RNA) and a negative set of simulated 75 nucleotide reads generated using Ensembl annotations (lacking of back-splicing junctions). The read count distribution is reported as box plot at the bottom. (D) Histogram representing the number of circRNAs characterized by a specific $\log_2$ ratio computed between polyA- and simulated RNA-seq reads counted by *HashCirc*.

Supplementary Table 1: Summary of CM7 information, number of back-splicing reads and genomic characterization. See_Supplementary_Table 1

Supplementary Table 2: Summary of circRNA host gene ontologies. See_Supplementary_Table 2

Supplementary Table 3: Enrichment analysis of H3K36me3 on CM7 exons. See_Supplementary_Table 3

Supplementary Table 4: Result of the differential expression analysis of CM7 expression in different breast cancer cell lines. See_Supplementary_Table 4

Supplementary Table 5: Result of the differential expression analysis of CM7 in expression different breast tumour tissues. See_Supplementary_Table 5

Supplementary Table 6: Summary of tumour tissues clinical data. See_Supplementary_Table 6

Supplementary Table 7: List of AGO overlap with CM7 and analysis of miRNA regulatory elements. See_Supplementary_Table 7

Supplementary Table 8: List of expression and ChIP primer sequences. See_Supplementary_Table 8

How the deposited data were processed for this re-analysis (not part of the article)

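RNA of MCF-7 cells was sequenced in 4 conditions with 3 libraries each: full medium, hormone-deprived medium, hormone-deprived medium with estradiol, and hormone-deprived medium after transfection with siRNAs against ESR1. The signal values are BS reads of each circRNA divided by the DESeq2 1.14.1 size factor of the library, by the authors, as deposited: they aligned reads with BWA 0.6.1 (bwasw, T = 15) to hg19 and called circRNAs with CIRI 1.2 and Gencode 19. The deposited table holds 3271 circRNAs in 12 libraries and no column of values without a sample. Names were given by the authors from Ensembl 85. The paper states 3 biological replicates, and replicate numbers were taken from the labels. The conflicting sample labels were settled by the titles together with the paper's methods.

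Whole BS reads were read back as multiples of the step of each library. They were used for depth, for averages without normalization and for thinning, and not for tests, since the table leaves out single reads. Names were paired again with coordinates as described with the data, using the human genome hg19 and the Gencode 44 annotation lifted to it. To test whether values go with names or with coordinates, log2 values (plus 1) were centred per circRNA, the mean trend over libraries was removed, and values were shuffled 10000 times among misnamed circRNAs with the same mean to 2 decimals. Levels are means over 12 libraries, or over the 3 libraries of a condition, with their SD.

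The conditions with estradiol, with siERa and with full medium were each compared with hormone-deprived medium. The test was limma with trend (limma 3.58.1 in R 4.3.3) on log2(normalized BS reads + 1). All 12 libraries entered 1 fit, circRNAs needed a mean of at least 5, which left 635, and a Benjamini-Hochberg adjusted p under 0.05 was called. A moderated F test of the same fit asked for any difference among the 4 conditions. Gene lists with at least 5 tested circRNAs were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. The share of list genes with a circRNA was compared with the translation list by Fisher's exact test. Groupings of libraries were compared by exact permutation over all 15400 partitions of the 12 libraries, and summed ESR1 circRNAs by exact permutation of 3 libraries against 3. Junction sequences of 15 bases on each side were searched in 254413 annotated linear transcripts. Numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 under Python 3.11.15 were used for the rest.

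Before the data were examined, the limma, F, camera and Fisher's exact tests and the exact permutations of library groupings and of summed ESR1 circRNAs were fixed. So were the 9 gene lists (chromatin modifiers, DNA repair, cell cycle, translation, oxidative phosphorylation, splicing regulators, estrogen-responsive, luminal breast, basal and stromal) and the rule for named circRNAs. The alternatives of the pseudocount, filter, scaling, trend, block and left-out libraries were fixed with them. The lists were written after the first lines of the paper's supplementary tables had been read, and the most abundant circRNAs were seen there. The rule names circRNAs and host genes of the paper's text, those with primers, the 10 highest means, the host genes with the most circRNAs, and circRNAs past a threshold or, where few pass, with the smallest p, and all of ESR1, PGR, GREB1, GFRA1 and IGF1R. Other circRNAs named as examples were chosen after their values were seen. Library quality weights, the pairing of names as deposited, the comparison at the same gene length, the restriction to 5 libraries, the filter without a minimum mean and the filter over libraries with a read were added after the data were seen.

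Depth runs from 5781 to 50925 BS reads per library with a median of 11971. The limma test was tried on simulated data with the dispersion of the table (0.176). It recovered 6.2% (estradiol), 2% (siERa) and 8.2% (full medium) of increases of 2-fold, and 96%, 94% and 96% of increases of 8-fold. Of decreases, it recovered 45.7%, 44.2% and 55.9% at 4-fold, and 78.1%, 82.1% and 94.9% at 16-fold. No size was simulated in both directions, so size and direction cannot be told apart. Shares are of the changed circRNAs that still passed the filter, and losses to the filter are not counted. The test called 0, 3 and 0 unchanged circRNAs. The simulation gave every circRNA the same dispersion and no zeros beyond sampling and left-out single reads. Among 4630 circRNA and library pairs of the table with at least 10 reads expected from depth, 299 (6.5%) were listed at 0. Recovery of 8-fold and 16-fold changes may therefore be lower in the table, and changes of that size are not excluded. The clinical table, public data sets of other cells, chromatin data and PCR measurements were not analysed here.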

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

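The limma test and camera were planned; every test of an explanation in this part, and the split of ESR1 circRNAs by exon 4, was chosen after the result was seen. The signals below are in comparisons between culture conditions that the paper does not report.

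Circ_ESR1_3-4 (chromosome 6, 152201790 to 152265643) was the only circRNA of 635 called between siERa and hormone-deprived medium, with a log2 fold change of -3.55 (SE 0.50, limma, adjusted p = 0.0062), at 1.4 ± 1.23 normalized BS reads against 24.4 ± 7.28 (SD, n = 3). All 3 siERa libraries lay below all others. The call was lost without hormone-deprived replicate 1 (-3.32, adjusted p = 0.068) and in a fit of the 2 groups alone (adjusted p = 0.66); the log2 fold change with 1 library left out ran from -3.88 to -3.01. At an unadjusted p under 0.05 there were 36 circRNAs, and 72 (11.3%) had groups that lie apart, against 10% by chance. The 10 splits of 3 against 3 are too few for a share under 0.05: 3 splits gave as many calls as the real value of 1, and the highest other was 1.

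The 6 ESR1 circRNAs with exon 4 held 4 reads in the siERa libraries (20 if each listed 0 hid 1 read), where 103 were expected from the hormone-deprived share of reads. This argues against library depth if the names are re-paired and no listed 0 hid more than 1 read. The latter was not tested, so 20 is not an upper limit. Over the table, 6.5% of circRNA and library pairs with at least 10 reads expected from depth were listed at 0. With the names as deposited, whose coordinates lie partly in other genes, the 6 held 29 reads where 105 were expected (39 if each listed 0 hid 1 read, over the third set as the limit). With equal totals per library, Circ_ESR1_3-4 stood at -3.51, which argues against the authors' normalization. Whether all ESR1 circRNAs fell alike cannot be decided by their composition, since the split by exon 4 was drawn from these same values. CircRNAs with exon 4 made up 12.2 ± 10.7% of the ESR1 signal after siERa and at least 67.8% in every other library (exact permutation test against hormone-deprived medium, p = 0.1). The shares were less clearly apart with the names as deposited, at 43.6 ± 18.0% and at least 65.7% (exact permutation test, p = 0.1). The biological explanation the design names, loss of ESR1 RNA through the siRNAs, stays open as a hypothesis, and siRNA sites within some exons and not others may explain the split, which was not tested since the paper names the siRNAs by catalogue number only.

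The 10 tested circRNAs of estrogen-responsive host genes had a median log2 fold change of -0.85 after siERa, and 9 of the 10 were lower (camera, p = 0.0012, adjusted p = 0.021; adjusted p = 0.17 with an estimated correlation; fry adjusted p = 0.029). None passed limma alone, over all circRNAs or adjusted over the list alone (0 and 0), with Circ_PGR_2-7 at -2.17 (adjusted p = 0.75), an intronic circRNA of MED13L at -1.90, a Circ_NRIP1_2-3 at -1.51 and Circ_RHOBTB3_6-7 at 0.06. The adjusted p was 0.071 without hormone-deprived replicate 1, 0.07 without replicate 2, 0.053 without siERa replicate 2 and 0.23 without siERa replicate 3. The 10 splits are too few for a share under 0.05: 1 split gave as many lists as the real value of 1, and the highest other was 0. The other lists did not pass.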

How the results depend on the processing

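The quality weights, the restriction to 5 libraries and the filter over libraries with a read were chosen after the data were seen. Of 741 values of 35 named results under alternatives, 713 kept direction and side of the threshold, 7 were weaker, 9 stronger and 12 reversed. An increase of 2-fold was recovered in 2% to 8.2% of simulated cases, so the low counts do not show that levels were alike. Decreases of 2-fold were not simulated. Depth was not varied in the simulation. It gave every circRNA the same dispersion and fewer causes of zeros than the table may hold, so larger changes are not excluded either. The planned edgeR and DESeq2 tests on whole reads were not run, since the table leaves out single reads.

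The cause was not tested for any of the following. For siERa, 2 circRNAs were called with no filter (also Circ_CDYL_4, 0.41, adjusted p = 0.026), 3 with limma without trend and 0 in a fit of only the 2 groups; left-out libraries gave 0 (without hormone-deprived replicate 1) to 2 (without siERa replicate 2). For full medium, 1 was called with no filter (Circ_TRPS1_2-5, adjusted p = 8.4e-05), 1 with TMM factors (Circ_CDYL2_2, -1.26, adjusted p = 0.031), 2 without trend and 0 to 6 with a library left out, the 3, 6 and 5 being without full medium replicate 1, 2 and 3. For estradiol, 1 was called without trend (Circ_UBR3_2-5, adjusted p = 0.013) and 0 with any library left out. The F test over all 4 conditions called 2 with a filter of 10, 4 with no filter, 2 with TMM factors, 4 without trend, and 1 to 4 with a library left out. Of gene lists, 0 passed with an estimated correlation, and 0 to 1 with a library left out.

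The average was 5.82 in whole reads, 3.76 as a median over libraries and 4.1 in full medium alone; 1438 circRNAs passed the filter with the mean over 12 libraries, 1190 with all 3 replicates, 2742 with whole reads within the condition and 3212 with whole reads over the libraries with a read. With a mean of at least 2, 70.1% of host genes had 1 circRNA, 50.2% of circRNAs had 2 or 3 exons (52.1% for the most abundant of each host gene) and 3 gene lists passed instead of 6. In at least 5 libraries, 1759 circRNAs were detected per condition (exact permutation test, p = 0.25).

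Reversed, none past a threshold: Circ_GFRA1_5-7 in full medium was 0.02 with equal totals, and -0.40 to 0.01 with a library left out; with quality weights, Circ_PGR_2-7 was 0.02 and Circ_ESR1_2-3 0.36 with estradiol. With a library left out, estradiol gave -0.47 to 0.23 for Circ_PGR_2-7 (0.02 and 0.09 without hormone-deprived replicates 1 and 3), -0.97 to 0.87 for Circ_ESR1_2-3 (0.05 without hormone-deprived replicate 1) and -0.25 to 0.13 for Circ_IGF1R_2 (0.06 without estradiol replicate 1); Circ_ESR1_2-3 in full medium gave -1.06 to 0.56.

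With the replicate number as a replicate block, the counts were 0 for estradiol, 1 for siERa (adjusted p = 0.025), 0 for full medium, 1 for the F test and 1 for gene lists, all as without the block. Neither the paper nor the labels say what libraries of 1 number share. Of 18 pairs with the same number, 4 correlated over 0.1 (-0.044 to 0.146, mean 0.074, against -0.037 for different numbers), and all 12 libraries were on average closest to their own number, a hint from the data and not the design. Circ_STX6_4-7 was at 0 in replicate 3 of every condition and at 22.0 to 30.9 in the replicates 1 and 2 outside full medium.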

Differences from the paper's values

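No value that the paper states for a measure computed here differs by more than 1.5 times at the settings used.

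The paper states that most circRNAs of several exons consist of 2 or 3 exons. Of 2720 circRNAs named with several exons, 1273 (46.8%, 95% interval 44.9% to 48.7%) did. The 2720 include some that the paper classes apart, with ends inside exons. The share was 50.2% with a mean of at least 2 and 52.1% with the most abundant circRNA of each host gene, both planned, and under these settings it is a majority.

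The paper presents the circRNAs chosen for PCR as spanning the distribution of reads. Only the 28 with listed primers were compared here, without the intronic ones that the paper also tested. The means of the 28 run from 0.687 to 284, while their median was 38.7 against 1.66 for the table, and 18 of 28 were among the 100 highest.

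The classes the paper lists sum to 3273, against 3271 circRNAs in its table, a difference of 2.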

Other observations

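The limma tests, camera and the replicate numbers were planned; the tests of names, of junction sequences, of windows and of listed zeros were chosen after the values were seen.

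Estradiol for 6 h left Circ_ESR1_3-4 at 27.5 ± 5.89 normalized BS reads (24.4 ± 7.28 in hormone-deprived medium, SD, n = 3), Circ_PGR_2-7 at 8.35 ± 3.75 (9.1 ± 3.71) and Circ_IGF1R_2 at 103 ± 18.0 (111 ± 32.8). With limma 0 of 635 circRNAs were called, 11 had an unadjusted p under 0.05, and 47 (7.4%) had groups that lie apart, against 10% by chance. Circ_GPATCH2_3-5 stood at 12.0 ± 1.76 against 2.32 ± 4.02 (log2 fold change 2.69, adjusted p = 1). The 10 splits of 3 against 3 are too few for a share under 0.05: all 10 gave as many calls as the real value of 0 (highest other 0), and for gene lists 10 gave as many as the real value of 0 (highest other 1). All 6 lists tested had an adjusted p of 0.84 to 0.99.

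In full medium against hormone-deprived medium, limma called 0 of 635 circRNAs, with 48 at an unadjusted p under 0.05 and 76 (12%) with groups that lie apart. Circ_CDYL2_2, from a gene of a chromodomain protein, stood at 29.6 ± 6.47 against 65.8 ± 14.6 (log2 fold change -1.13, adjusted p = 0.16), and Circ_TRPS1_2-5 at 10.1 ± 17.4 against 62.3 ± 17.4 (-4.29, adjusted p = 0.19). Circ_UBR3_2-5 was listed at 0 in all 3 hormone-deprived libraries and at 8.64 ± 3.02 in full medium, 7.16 ± 2.37 with estradiol and 4.77 ± 1.34 after siERa; these comparisons share their control. The 13 circRNAs of luminal breast genes had a median of -0.83 (camera adjusted p = 0.19), with 3 higher, 0 called over all and 1 adjusted over the list alone; after siERa the median was -0.48 (adjusted p = 0.19), with 1 called. Lists of DNA repair, cell cycle, chromatin modifier and splicing genes had adjusted p of 0.84 to 0.94 in full medium and after siERa, and estrogen-responsive genes 0.5 in full medium; the translation, oxidative phosphorylation, and basal and stromal lists had fewer than 5 tested circRNAs. The 10 splits are too few here too: 10 gave as many calls as the real value of 0 (highest other 3), and 10 as many lists as the real value of 0 (highest other 0). In the F test over all 4 conditions, chance cannot be excluded: 26 of 100 splits gave as many calls as the real value of 1, Circ_ESR1_3-4, and the highest other gave 2.

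After siERa, Circ_RPS6KB1_10-13 stood at 12.1 ± 2.76 and was listed at 0 in hormone-deprived medium (adjusted p = 0.75), and Circ_VAPB_4-5 stood at 66.6 ± 10.3 against 39.3 ± 5.64 (log2 fold change 0.74, adjusted p = 0.75). The 4 PGR circRNAs summed to 1.39 ± 1.23 after siERa and 10.7 ± 5.35 in hormone-deprived medium. The siERa sum rests on 4 reads (14 if each listed 0 hid 1 read), where 27.5 were expected from the hormone-deprived share of reads. On chromosome 17, the windows from 58000001 to 60000000 and from 56000001 to 58000000 held 47 circRNAs of 9 host genes and 43 of 7, against a median of 3 over the windows that hold any circRNA. Of 4630 pairs of a circRNA and a library with at least 10 reads expected from depth, 299 (6.5%) were listed at 0.

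Names beside coordinates they do not overlap may come from names and coordinates that were sorted separately among circRNAs with the same mean. Pairing them again within such ties gave the pairing of Supplementary Table 1B for all 401 misnamed circRNAs among the 1120 it can test. The other names were already in place, and 627 of the 1120 shared their mean with another circRNA, so that only these could be paired in more than 1 way. Gene symbols that changed between annotations are argued against, since 2315 names belonged at another circRNA with the same mean to 2 decimals. The 1120 are among the most abundant, the pairing of less abundant ones was not tested, and no biological explanation was tested.

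Intergenic circRNAs may in part come from linear reads of a related gene copy: the junction bases of 99 of 184 occur in an annotated linear transcript, as for AKR1C1 and AKR1C3. A further 27 junctions between 2 genes of 1 strand occur in none, among them VMP1 to RPS6KB1 at 27.0 (SD 21.8, n = 12), CCDC170 to ESR1 at 8.11, and the related copies CDK11B to CDK11A at 7.43. They were chosen by that absence, so linear reads of a copy stay open for them. Linear fusion transcripts of a tandem duplication, a biological explanation, cannot be told apart from circRNAs either, since both give the same junction. Reads were listed in 57.4% of libraries at these 27 junctions, and linear or genomic reads were not analysed here.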
